# Low-level repressive histone marks fine-tune gene transcription in neural stem cells

**DOI:** 10.7554/eLife.86127

**Published:** 2023-06-14

**Authors:** Arjun Rajan, Lucas Anhezini, Noemi Rives-Quinto, Jay Y Chhabra, Megan C Neville, Elizabeth D Larson, Stephen F Goodwin, Melissa M Harrison, Cheng-Yu Lee

**Keywords:** *Drosophila*, neuroblast, Notch, polycomb repressive complex 2, asymmetric division, fine-tuning, *D. melanogaster*

## Abstract

Coordinated regulation of gene activity by transcriptional and translational mechanisms poise stem cells for a timely cell-state transition during differentiation. Although important for all stemness-to-differentiation transitions, mechanistic understanding of the fine-tuning of gene transcription is lacking due to the compensatory effect of translational control. We used intermediate neural progenitor (INP) identity commitment to define the mechanisms that fine-tune stemness gene transcription in fly neural stem cells (neuroblasts). We demonstrate that the transcription factor Fruitless^C^ (Fru^C^) binds *cis*-regulatory elements of most genes uniquely transcribed in neuroblasts. Loss of *fru^C^* function alone has no effect on INP commitment but drives INP dedifferentiation when translational control is reduced. Fru^C^ negatively regulates gene expression by promoting low-level enrichment of the repressive histone mark H3K27me3 in gene *cis*-regulatory regions. Identical to *fru^C^* loss-of-function, reducing Polycomb Repressive Complex 2 activity increases stemness gene activity. We propose low-level H3K27me3 enrichment fine-tunes gene transcription in stem cells, a mechanism likely conserved from flies to humans.

## eLife digest

From neurons to sperm, our bodies are formed of a range of cells tailored to perform a unique role. However, organisms also host small reservoirs of unspecialized ‘stem cells’ that retain the ability to become different kinds of cells. When these stem cells divide, one daughter cell remains a stem cell while the other undergoes a series of changes that allows it to mature into a specific cell type.

This ‘differentiation’ process involves quickly switching off the stem cell programme, the set of genes that give a cell the ability to keep dividing while maintaining an unspecialized state. Failure to do so can result in the differentiating cell reverting towards its initial state and multiplying uncontrollably, which can lead to tumours and other health problems. While scientists have a good understanding of how the stem cell programme is turned off during differentiation, controlling these genes is a balancing act that starts even before division: if the program is over-active in the ‘mother’ stem cell, for instance, the systems that switch it off in its daughter can become overwhelmed. The mechanisms presiding over these steps are less well-understood.

To address this knowledge gap, Rajan, Anhezini et al. set out to determine how stem cells present in the brains of fruit flies could control the level of activity of their own stem cell programme. RNA sequencing and other genetic analyses revealed that a protein unique to these cells, called Fruitless, was responsible for decreasing the activity of the programme.

Biochemical experiments then showed that Fruitless performed this role by attaching a small amount of chemical modifications (called methyl groups) to the proteins that ‘package’ the DNA near genes involved in the stem cell programme. High levels of methyl groups present near a gene will switch off this sequence completely; however, the amount of methyl groups that Fruitless helped to deposit is multiple folds lower. Consequently, Fruitless ‘fine-tunes’ the activity of the stem cell programme instead, dampening it just enough to stop it from overpowering the ‘off’ mechanism that would take place later in the daughter cell.

These results shed new light on how stem cells behave – and how our bodies stop them from proliferating uncontrollably. In the future, Rajan, Anhezini et al. hope that this work will help to understand and treat diseases caused by defective stem cell differentiation.

## Introduction

Expression of genes that promote stemness or differentiation must be properly controlled in stem cells to allow their progeny to transition through various intermediate stages of cell fate specification in a timely fashion (Pollen et al., 2015; Bhaduri et al., 2021; Michki et al., 2021; Ruan et al., 2021; Dillon et al., 2022). Exceedingly high levels of stemness gene transcripts that promote an undifferentiated state in stem cells can overwhelm translational control that downregulates their activity in stem cell progeny and perturb timely onset of differentiation (San-Juán and Baonza, 2011; Xiao et al., 2012; Zacharioudaki et al., 2012; Zhu et al., 2012; Larson et al., 2021; Ohtsuka and Kageyama, 2021). Conversely, excessive transcription of differentiation genes that instill biases toward terminal cellular functions in stem cells can overcome the mechanisms that uncouple these transcripts from the translational machinery and prematurely deplete the stem cell pool (Lennox et al., 2018; Baser et al., 2019; de Rooij et al., 2019; Marques et al., 2023). Thus, fine-tuning stemness and differentiation gene transcription in stem cells minimizes inappropriate gene activity that could result in developmental anomalies. Coordinated regulation of stemness and differentiation gene activity in stem cells by transcriptional and translational control poise stem cell progeny for a timely cell-state transition during differentiation (Ables et al., 2011; Koch et al., 2013; Kobayashi and Kageyama, 2014; Bigas and Porcheri, 2018; Rajan et al., 2021). Mechanistic investigation of the fine-tuning of stemness and differentiation gene transcription in vivo is challenging due to the compensatory effect of translational control, a lack of sensitized functional readouts, and a lack of insight into relevant transcription factors.

Neuroblast lineages of the fly larval brain provide an excellent in vivo paradigm for mechanistic investigation of gene regulation during developmental transitions because the cell-type hierarchy is well-characterized at functional and molecular levels (Janssens and Lee, 2014; Homem et al., 2015; Doe, 2017). A larval brain lobe contains approximately 100 neuroblasts, and each neuroblast asymmetrically divides every 60–90 min, regenerating itself and producing a sibling progeny that commits to generating differentiated cell types. Most of these neuroblasts are type I, which generate a ganglion mother cell (GMC) in every division. A GMC undergoes terminal division to produce two neurons. Eight neuroblasts are type II, which invariably generate an immature intermediate neural progenitor (immature INP) in every division (Bello et al., 2008; Boone and Doe, 2008; Bowman et al., 2008). An immature INP initiates INP commitment 60 min after asymmetric neuroblast division (Janssens et al., 2017). An immature INP initially lacks Asense (Ase) protein expression and upregulates Ase as it progresses through INP commitment. Once INP commitment is complete, an Ase^+^ immature INP transitions into an INP and asymmetrically divides 5–6 times to generate more than a dozen differentiated cells, including neurons and glia (Viktorin et al., 2011; Bayraktar and Doe, 2013). All type II neuroblast lineage cell types in larval brains can be unambiguously identified based on functional characteristics and protein marker expression. Single-cell RNA-sequencing (scRNA-seq) of sorted, fluorescently labeled INPs and their differentiating progeny from wild-type brain tissue has led to the discovery of many new genes that contribute to the generation of diverse differentiated cell types during neurogenesis (Michki et al., 2021). This wealth of information on the type II neuroblast lineage allows for mechanistic investigations of precise spatiotemporal regulation of gene expression during developmental transitions.

A multilayered gene regulation system ensures timely onset of INP commitment in immature INPs by coordinately terminating Notch signaling activity (Komori et al., 2018). Activated Notch signaling drives the expression of downstream-effector genes *deadpan (dpn*) and *Enhancer of (splitz)mγ* (*E(spl)mγ*), which promote stemness in type II neuroblasts by poising activation of the master regulator of INP commitment *earmuff* (*erm*) (San-Juán and Baonza, 2011; Xiao et al., 2012; Zacharioudaki et al., 2012; Zhu et al., 2012; Zacharioudaki et al., 2016). During asymmetric neuroblast division, the basal protein Numb and Brain tumor (Brat) exclusively segregate into immature INPs, where they terminate Notch signaling activity and promote the timely onset of Erm expression (Bello et al., 2006; Betschinger et al., 2006; Lee et al., 2006a; Lee et al., 2006b; Wang et al., 2006). Numb is a conserved Notch inhibitor and prevents continual Notch activation in immature INPs (Frise et al., 1996; Zhong et al., 1996; Lee et al., 2006a; Wang et al., 2006; Wirtz-Peitz et al., 2008). Asymmetric segregation of the RNA-binding protein Brat is facilitated by its adapter protein Miranda, which releases Brat from the cortex of immature INPs, allowing Brat to promote decay of Notch downstream-effector gene transcripts and thus initiate differentiation (Loedige et al., 2014; Laver et al., 2015; Loedige et al., 2015; Komori et al., 2018; Reichardt et al., 2018). Complete loss of *numb* or *brat* function leads to unrestrained activation of Notch signaling in immature INPs driving them to revert into type II neuroblasts leading to a severe supernumerary neuroblast phenotype. Similarly, increased levels of activated Notch or Notch transcriptional target gene expression in immature INPs can drastically enhance the moderate supernumerary neuroblast phenotype in *brat*- or *numb*-hypomorphic brains (Xiao et al., 2012; Janssens et al., 2014; Komori et al., 2014b; Komori et al., 2018; Larson et al., 2021). Collectively, these findings suggest that precise transcriptional control of *Notch* and Notch target gene expression levels during asymmetric neuroblast division is essential, safeguarding the generation of neurons that are required for neuronal circuit formation in adult brains.

We defined the fine-tuning of stemness gene transcription as a function that is mild enough to not effect INP commitment when lost alone but enough to enhance immature INP reversion to supernumerary neuroblasts induced by decreased post-transcriptional control of stemness gene expression. We established three key criteria to identify regulators which fine-tune stemness gene transcription in neuroblasts, (1) an established role in transcriptional regulation, for example a DNA-binding transcription factor, (2) clear expression in neuroblasts with no protein expression in immature INPs, and (3) acts as a negative regulator of its targets. From a type II neuroblast lineage-specific single-cell gene transcriptomic atlas, we found that *fruitless* (*fru*) mRNAs are detected in type I & II neuroblasts but not in their differentiating progeny. One specific Zn-finger containing isoform of Fru (Fru^C^) is exclusively expressed in all neuroblasts. Fru^C^ binds *cis*-regulatory elements of most genes uniquely transcribed in type II neuroblasts, including *Notch* and Notch downstream-effector genes that promote stemness in neuroblasts. A modest increase in *Notch* or Notch downstream gene expression induced by loss of *fru^C^* function alone has no effect on INP commitment, but enhances immature INP reversion to type II neuroblasts in *numb*- and *brat*-hypomorphic brains. To establish how Fru^C^ might fine-tune gene transcription in neuroblasts, we examined the distribution of established histone modifications in the presence or absence of *fru^C^*. We surprisingly found Fru^C^-dependent low-level enrichment of the repressive histone marker H3K27me3 in most Fru^C^-bound peaks in genes uniquely transcribed in type II neuroblasts including *Notch* and its downstream-effector genes. The Polycomb Repressive Complex 2 (PRC2) subunits are enriched in Fru^C^-bound peaks in genes uniquely transcribed in type II neuroblasts, and reduced PRC2 function enhances the supernumerary neuroblast phenotype in *numb*-hypomorphic brains, identical to *fru^C^* loss-of-function. We conclude that the Fru^C^-PRC2-H3K27me3 molecular pathway fine-tunes stemness gene expression in neuroblasts by promoting low-level H3K27me3 enrichment in their *cis*-regulatory elements. The mechanism by which PRC2-H3K27me3 fine-tune stem cell gene expression will likely be relevant throughout metazoans.

## Results

### A gene expression atlas captures dynamic changes throughout type II neuroblast lineages

To identify regulators of gene transcription during asymmetric neuroblast division, we constructed a single-cell gene transcription atlas that encompasses all cell types in the type II neuroblast lineage in larval brains. We fluorescently labeled all cell types in the lineage in wild-type third-instar larval brains, sorted positively labeled cells by flow cytometry, and performed single-cell RNA-sequencing (scRNA-seq) using a 10x genomic platform (Figure 1A; Figure 1—figure supplement 1A). This new dataset displays high levels of correlation to our previously published scRNA-seq dataset which were limited to INPs and their progeny. The harmonization of these two datasets results in a gene transcription atlas of the type II neuroblast lineage consisting of over 11,000 cells (Figure 1B). Based on the expression of known cell identity genes, we were able to observe clusters consisting of type II neuroblasts (*dpn^+^*,*pnt^+^*), INPs (*dpn^+^*,*opa^+^*), GMCs (*dap^+^*,*hey^-^*), immature neurons (*dap^+^*,*hey^+^*), mature neurons (*hey^-^*,*nSyb^+^*), and glia (*repo^+^*) (Figure 1C). The UMAP positions of these clusters match well with the results of pseudo-time analyses from a starter cell that was positive for *dpn*, *pnt*, and *RFP* transcripts (Figure 1D). Leiden clustering of the data was able to capture these major cell types (Figure 1E), and quality control metrics showed most clusters captured on average 1.5 k genes and showed low mitochondrial gene expression (Figure 1—figure supplement 1B). Thus, the harmonized scRNA-seq dataset captures molecularly and functionally defined stages of differentiation in the type II neuroblast lineage (Figure 1F).

**Figure 1.**
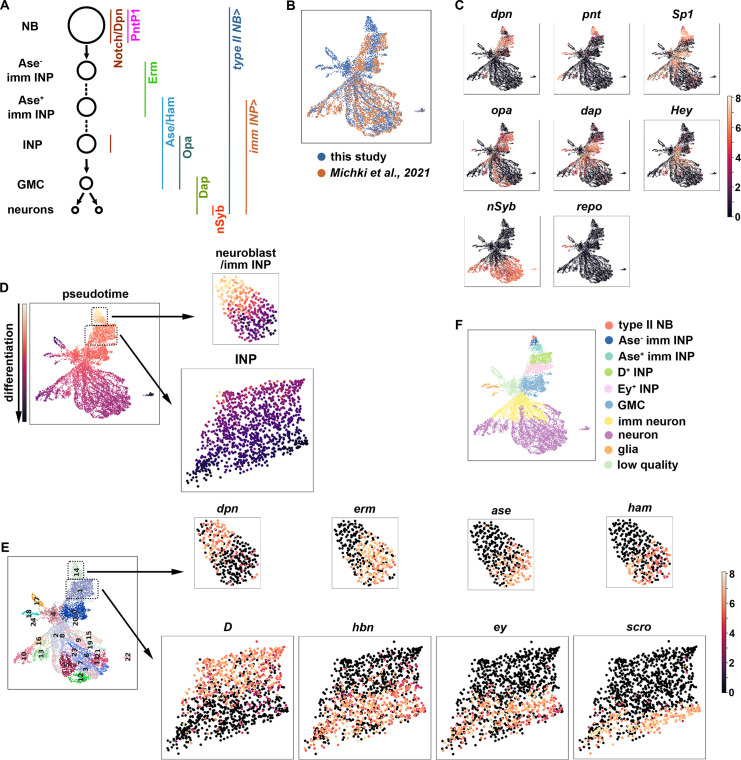
A single-cell gene expression atlas of type II neuroblast lineages. (**A**) Summary illustration of gene and Gal4 driver expression patterns in the type II neuroblast lineage. The type II NB Gal4 driver: *Wor-Gal4,Ase-Gal80*. imm INP driver: *R9D11-Gal4*. (**B**) Harmonization of the scRNA-seq dataset from the entire type II neuroblast (NB) lineage generated in this study (blue) and our previously published scRNA-seq dataset which were limited to INPs and their progeny (orange). The genotype of larval brains used for scRNA-seq in this study: *UAS-dcr2; Wor-Gal4, Ase-Gal80; UAS-RFP::stinger*. (**C**) UMAPs of known cell-type-specific marker genes. Color intensity indicated scaled (log1p) gene expression value. (**D**) Pseudotime analysis starting from cells enriched for *dpn*, *pnt*, and *RFP* transcripts. (**E**) Left: Leiden clustering of the scRNA-seq atlas. Right: Representative UMAPs of dynamically expressed transcription factors from clusters 14 (NBs and immature INPs) and 1 (INPs). Color intensity indicated scaled (log1p) gene expression value. (**F**) Annotated gene expression atlas of a wild-type type II neuroblast lineage.

**Figure 1—figure supplement 1.**
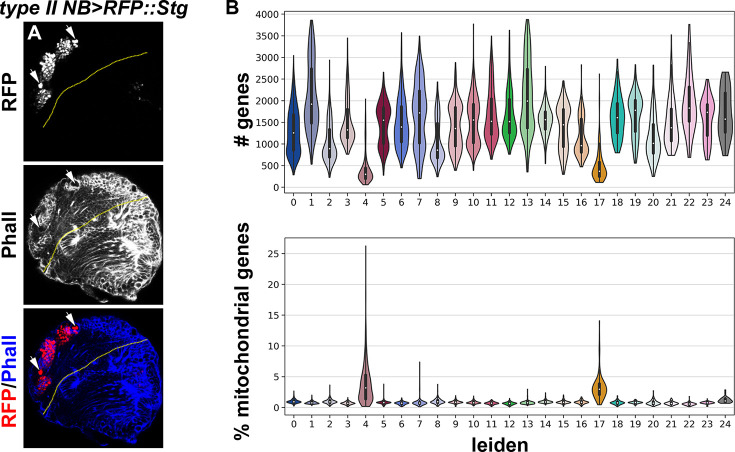
Quality control data for the scRNA-seq atlas. (**A**) The expression pattern of the type II NB Gal4 driver (*Wor-Gal4,Ase-Gal80*) used in fluorescently labeling and sorting cell types in the type II neuroblast lineage. RFP is detectable in the nuclei of all type II neuroblasts and their progeny. (**B**) Violin plots showing (Top) number of genes or (Bottom) mitochondrial UMI percentage for Leiden clusters shown in 1 F. Clusters with low number of genes and higher mitochondrial UMI percentage suggest low-quality or dying cells.

To determine whether the new scRNA-seq dataset encompasses neuroblast progeny undergoing dynamic changes in cell identity during differentiation, we examined transcripts that were transiently expressed in neuroblast progeny undergoing INP commitment or asymmetric INP division. We found that cluster 14 contains type II neuroblasts (*dpn^+^*,*erm^-^*,*ase^-^*,*ham^-^*), Ase^-^ immature INPs (*dpn^-^*,*erm^+^*,*ase^-^*,*ham^-^*) and Ase^+^ immature INPs (*dpn^-^*,*erm^-^*,*ase^+^*,*ham^+^*) (Figure 1E), which are well-defined rapidly changing transcriptional states during INP commitment (Xiao et al., 2012; Janssens et al., 2014; Rives-Quinto et al., 2020). Furthermore, cluster 1 contains proliferating INPs that express known differential temporal transcription factors (Bayraktar and Doe, 2013; Tang et al., 2022), including young INPs (*D^+^*,*hbn^-^*,*ey^-^*,*scro^-^*) and old INPs (*D^-^*,*hbn^+^*,*ey^+^*,*scro^+^*) (Figure 1E). These data led us to conclude that the type II neuroblast lineage gene transcription atlas captures neuroblast progeny undergoing dynamic changes in cell identity during differentiation (Figure 1F).

### Fru^C^ negatively regulates stemness gene expression in neuroblasts

We hypothesized that regulators that fine-tune stemness gene expression in neuroblasts should (1) be transcription factors, (2) be exclusively expressed in type II neuroblasts, and (3) negatively regulate gene transcription. We searched for candidate genes that fulfill these criteria in the cluster 14 of the type II neuroblast lineage gene transcription atlas. *dpn* serves as a positive control because its transcripts are highly enriched in type II neuroblasts and rapidly degraded in Ase^-^ immature INPs, allowing us to distinguish neuroblasts from immature INPs (Figure 2A–B). We found the expression of *fru* mirrors *dpn* expression, with transcript levels high in type II neuroblasts but lower in Ase^-^ immature INPs (Figure 2A). *fru* is a pleiotropic gene with at least two major functions: one that controls male sexual behavior and another that is essential for viability in both sexes (Goodwin and Hobert, 2021). *fru* transcripts are alternatively spliced into multiple isoforms that encode putative transcription factors containing a common BTB (protein-protein interaction) N-terminal domain and one of four C-terminal zinc-finger DNA-binding domains (Dalton et al., 2013; Neville et al., 2014; von Philipsborn et al., 2014; Figure 2A). We used the Fru-common antibody that recognizes all isoforms to determine the spatial expression pattern of Fru protein in green fluorescent protein (GFP)-marked wild-type neuroblast clones. We detected Fru in neuroblasts but found that Fru is rapidly downregulated in their differentiating progeny in type I and II lineages (Figure 2B). To determine which Fru isoform is expressed in neuroblasts, we examined the expression of isoform-specific *fru::Myc* tagged allele where a Myc epitope is knocked into the C-terminus of the Fru^A^, Fru^B^, or Fru^C^ coding region (von Philipsborn et al., 2014). While Fru^A^::Myc and Fru^B^::Myc appear to be ubiquitously expressed at low levels, Fru^C^::Myc is specifically expressed in both types of neuroblasts but not in their differentiating progeny, including immature INPs, INPs, and GMCs (Figure 2C, Figure 2—figure supplement 1A–B). These data indicate that Fru^C^ is the predominant Fru isoform expressed in neuroblasts.

**Figure 2.**
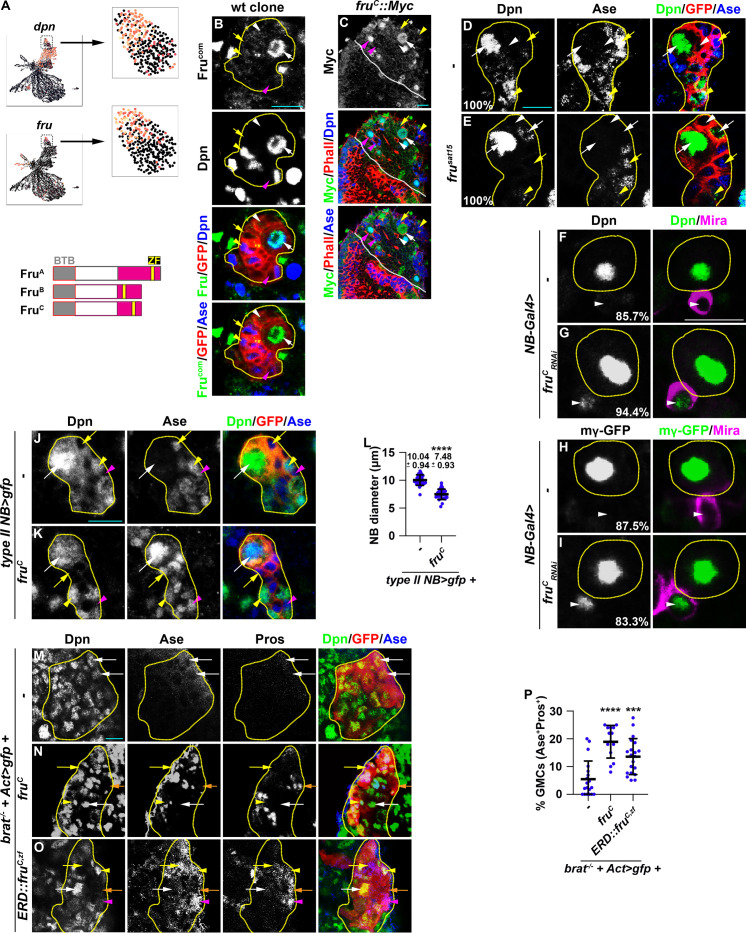
Fru^c^ functions through transcriptional repression to regulate stemness gene expression. (**A**) Top: *fru* and *dpn* mRNAs are highly enriched in neuroblasts in cluster 14 of the scRNA-seq dataset, but only *dpn* mRNAs are detected in INPs in cluster 1. Bottom: Domains in Fru protein isoforms. ZF: zinc-finger DNA-binding domain. (**B**) Fru protein is detected in the neuroblast but not in INPs in a GFP-marked type II neuroblast lineage clone. The genotype used in this experiment is *Elav-Gal4,UAS-mCD8::GFP,hs-flp; FRT82B,Tub-Gal80/FRT82B*. (**C**) Endogenously expressed Fru^C^ tagged by a Myc epitope (*fru^C^::Myc*) is detected in type I and II neuroblasts but not in their differentiating progeny. (**D–E**) Immature INPs in GFP-marked wild-type type II neuroblast clones never show detectable Dpn expression (100%). 1–2 Ase^-^ immature INP per *fru*-null (*fru^sat15^*) type II neuroblast clone show detectable Dpn expression (100%). The genotype in this experiment is *Elav-Gal4,UAS-mCD8::GFP,hs-flp; FRT82B,Tub-Gal80/FRT82B,fru^Sat15^*. (**F–I**) The newborn immature INP marked by cortical Miranda staining show undetectable Dpn and E(spl)mγ::GFP expression in the majority of wild-type clones (85.7%). Reducing *fru^C^* function leads to ectopic Dpn and E(spl)mγ::GFP expression in the newborn immature INP in most type II neuroblast lineages (94.4%). NB-Gal4: *Wor-Gal4*. (**J–L**) Type II neuroblasts overexpressing Fru^c^ display characteristics of differentiation including a reduced cell diameter and aberrant Ase expression. Quantification of the cell diameter is shown in L. (*type II NB>: Wor-Gal4, Ase-Gal80*). (**M–P**) Overexpressing full-length Fru^c^ or a constitutive transcriptional repressor form of Fru^C^ (Fru^c,zf^::ERD) is sufficient to partially restore differentiation in *brat*-null type II neuroblast clones (*brat^11^/Df(2 L)Exel8040,hs-flp; Act5C-Gal4>FRT > FRT>UAS-GFP/UAS-fru^C^* or *ERD::fru^C,zf^*). The percentage of GMCs per clone is shown in P. Yellow dashed line encircles a type II neuroblast lineage. White dotted line separates optic lobe from brain. white arrow: type II neuroblast; white arrowhead: Ase^-^ immature INP; yellow arrow: Ase^+^ immature INP; yellow arrowhead: INP; magenta arrow: type I neuroblast; magenta arrowhead: GMC. Scale bars: 10 μm. p-values: ***<0.0005, and ****<0.00005.

**Figure 2—figure supplement 1.**
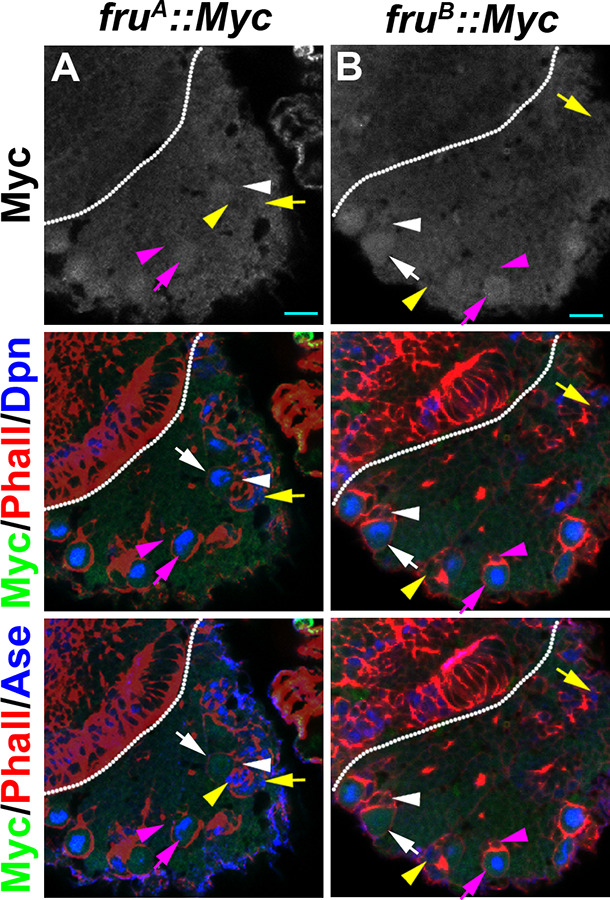
Fru^A^ and Fru^B^ are ubiquitously expressed in neuroblast lineages. (**A**) Endogenously expressed Fru^A^::Myc or (**B**) Fru^B^::Myc are ubiquitously detected in type I & II neuroblasts or their differentiating progeny. White dotted line separates the optic lobe from the brain. White dashed line separates brain from the optic lobe. white arrow: type II neuroblast; white arrowhead: Ase^-^ immature INP; yellow arrow: Ase^+^ immature INP; yellow arrowhead: INP; magenta arrow: type I neuroblast; magenta arrowhead: GMC.

To define the function of Fru in neuroblasts, we assessed the identity of cells in the GFP-marked mosaic clones derived from single type II neuroblasts. The wild-type neuroblast clone always contains a single neuroblast that can be uniquely identified by cell size (10–12 μm in diameter) and marker expression (Dpn^+^Ase^-^) as well as 6–8 smaller, Dpn^-^ immature INPs (Figure 2D). The neuroblast clone carrying deletion of the *fru* locus (*fru^-/-^*) contains a single identifiable neuroblast but frequently contains multiple Ase^-^ immature INPs with detectable Dpn expression (Figure 2E). Over 80% of newborn immature INPs (marked by intense cortical Mira expression) generated by *fru^C^*-mutant type II neuroblasts ectopically express Dpn and E(spl)mγ while less than 15% of newborn immature INPs generated by wild-type neuroblasts expressed these genes (Figure 2F–I). These results support a model in which loss of *fru^C^* function increases the expression of Notch downstream-effector genes that promote stemness in neuroblasts. Consistently, type II neuroblasts overexpressing Fru^C^ prematurely initiate INP commitment, as indicated by a reduced cell diameter and precocious Ase expression (Figure 2J–L). Thus, loss of *fru^C^* function increases stemness gene expression whereas gain of *fru^C^* decreases stemness gene expression during asymmetric neuroblast division.

To determine whether Fru^C^ negatively regulates the transcription of stemness genes in type II neuroblasts, we overexpressed wild-type Fru^C^ in GFP-marked neuroblast lineage clones in *brat*-null brains. Ectopic translation of Notch downstream-effector gene transcripts that promote stemness in neuroblasts drives immature INP reversion to supernumerary type II neuroblasts at the expense of differentiating cell types in *brat*-null brains (Loedige et al., 2015; Komori et al., 2018; Reichardt et al., 2018). Control clones in *brat*-null brains contain mostly type II neuroblasts and few differentiating cells that include Ase^+^ immature INPs, INPs, and GMCs (Figure 2M and P). By contrast, overexpressing full-length Fru^C^ increases the number of INPs, GMCs, and differentiating neurons (Ase^-^Pros^+^) in *brat*-null neuroblast clones (Figure 2N and P). This result indicates that Fru^C^ overexpression is sufficient to partially restore differentiation in *brat*-null brains. To test if Fru^c^ restores differentiation by promoting transcriptional repression, we generated fly lines carrying the *UAS-fru^C,zf^::ERD* transgene that encodes the zinc-finger DNA-binding motif of Fru^C^ fused in frame with the Engrail Repressor Domain. The ERD domain is well conserved in multiple classes of homeodomain proteins as well as many transcriptional repressors across the bilaterian divide and binds to the Groucho co-repressor protein to exert its repressor function (Smith and Jaynes, 1996; Jiménez et al., 1997; Bürglin and Affolter, 2016). Several previously published studies have used this strategy to demonstrate that neurogenetic transcription factors exert transcriptional repression function in neuroblasts (Xiao et al., 2012; Janssens et al., 2014; Bahrampour et al., 2017; Rives-Quinto et al., 2020). Similar to full-length Fru^C^ overexpression, overexpressing Fru^C,zf^::ERD was also sufficient to partially restore differentiation in *brat*-null brains (Figure 2O–P). Thus, we conclude that Fru^C^ negatively regulates stemness gene expression in type II neuroblasts.

### Fru^c^ binds *cis*-regulatory elements of the majority of genes uniquely transcribed in neuroblasts

If Fru^C^ directly represses stemness gene expression, Fru^C^ should bind their *cis*-regulatory elements. 

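CUT&RUN uses an antibody to tether a nuclease to the DNA where its target protein sits, and the DNA fragments that the nuclease releases are sequenced. Control brains were *brat*-null, which enriches for type II neuroblasts, and 50 brains went into each transcription factor sample. There were 2 replicates each for the Myc epitope on Fru C::Myc, Fru COM, Su(H), Trl, Su(z)12 and Caf-1. The authors trimmed the reads with cutadapt, aligned them to the BDGP6 genome with bowtie2 in local mode and called peaks separately on each replicate with MACS2. Their deposited list for each replicate gives the position, summit, score, fold enrichment, −log10 P-value and −log10 Q-value of every peak. These values are the authors' own and were used here only to describe, rank and filter the peaks of a list. The read depth is unknown from the lists, and no list holds an IgG sample. The Fru C::Myc lists held 15563 peaks in replicate 1 and 5174 in replicate 2, with median −log10 Q-values of 20.0 and 9.37. A −log10 Q-value above 100, the threshold given in the Methods for Fru peaks, was passed by 1232 peaks in replicate 1 and by 52 in replicate 2. The peaks past it were merged across the replicates, and regions overlapping H3K9me3 peaks past the same threshold, merged within 3000 bp, were removed. The ENCODE blacklist was not used here. A second threshold was chosen after seeing the data: a MACS2 score above 100 for both the Fru C and the H3K9me3 peaks, called the score threshold here. In 58733 of the 58758 peaks of all lists the score was 10 times the −log10 Q-value without its decimals, so a score of 100 stands for a −log10 Q-value of 10. It was passed by 11421 Fru C::Myc peaks in replicate 1 and by 2353 in replicate 2.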

To identify Fru^C^-bound regions in neuroblasts, we applied a protocol of Cleavage Under Targets and Release Using Nuclease (CUT&RUN) to brain extracts from dissected third-instar *brat*-null larvae homozygous for the *fru^C^::Myc* knock-in allele. *brat*-null brains accumulate thousands of supernumerary type II neuroblasts at the expense of INPs and provide a biologically relevant source of type II neuroblast-specific chromatin (Komori et al., 2014a; Janssens et al., 2017; Komori et al., 2018; Rives-Quinto et al., 2020; Larson et al., 2021). We used a specific antibody against the Myc epitope or the Fru-common antibody to confirm that Fru^C^::Myc is detected in all supernumerary type II neuroblasts in *brat*-null brains homozygous for *fru^C^::Myc* (Figure 3—figure supplement 1A). 

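The binding of Fru C::Myc was compared between the Myc antibody and the Fru-common antibody, Fru COM, by the overlap of their peaks, because the signal tracks behind a genome-wide correlation were not analysed here. Fru COM peaks numbered 4201 in replicate 1 and 2867 in replicate 2, and merged to 64 regions at −log10(Q-value) >100. Of these 64 regions, 58 overlapped a Fru C::Myc region by at least 1 bp (90.6%, 95% Wilson interval 81.0 to 95.6%). All 64 overlapped a peak of Fru C::Myc replicate 1 at any Q-value and 63 overlapped one of replicate 2. In the other direction, 59 of 1221 Fru C::Myc regions (4.83%) overlapped a Fru COM region, against 0.0335 ± 0.0521% (SD) over 1000 random placements (two-sided permutation test by random placement, p = 0.001, the smallest that 1000 placements can give). With the score threshold, 1513 of 1537 Fru COM regions overlapped a Fru C::Myc region (98.4%) and 14.4% of Fru C::Myc regions overlapped a Fru COM region. Within the Myc antibody, 99.3% of the peaks of replicate 2 overlapped a peak of replicate 1, and 32.0% of the peaks of replicate 1 overlapped one of replicate 2. Wilson intervals here cover counting error only, and peaks of one list are not independent replicates. Random placements covered whole chromosomes, without accessible chromatin or IgG as background. A low p from them does not tell specific binding from cutting of the same open sites.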

We determined the genome-wide occupancy of Fru^C^::Myc in type II neuroblasts using the Myc antibody and Fru-common antibody, and found that Fru^C^::Myc binding patterns revealed by these two antibodies are highly correlated (Figure 3—figure supplement 1B; Pearson correlation = 0.94). Fru^C^ binds 9301 regions in type II neuroblasts (Figure 3A). 

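In the deposited peak lists, Fru C::Myc bound 1221 regions at −log10(Q-value) >100, with a median width of 427 bp and 562 kb in total. Replicate 1 decided this number. Without it, 43 regions passed, and 40 regions had a peak past the threshold in both replicates, whereas leaving out replicate 2 gave 1221 regions again. Of the 52 replicate 2 peaks past the threshold, 100% overlapped a Su(H) peak and 96.2% an H3K9me3 peak of any Q-value. Among its other peaks the shares were 9.22% and 10.1%. The sets of 40 and 43 regions may thus hold mostly sequences that give high signal in any library. A peak of replicate 2 at any Q-value lay in 1191 of the 1221 regions (97.5%). The score threshold gave 10407 regions, of which 4363 (41.9%) overlapped any peak of replicate 2. There, replicate 1 alone gave 10409 regions and replicate 2 alone gave 1997. With −log10(Q-value) >50 the number was 3539 and with >200 it was 188.

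**Figure D1:**
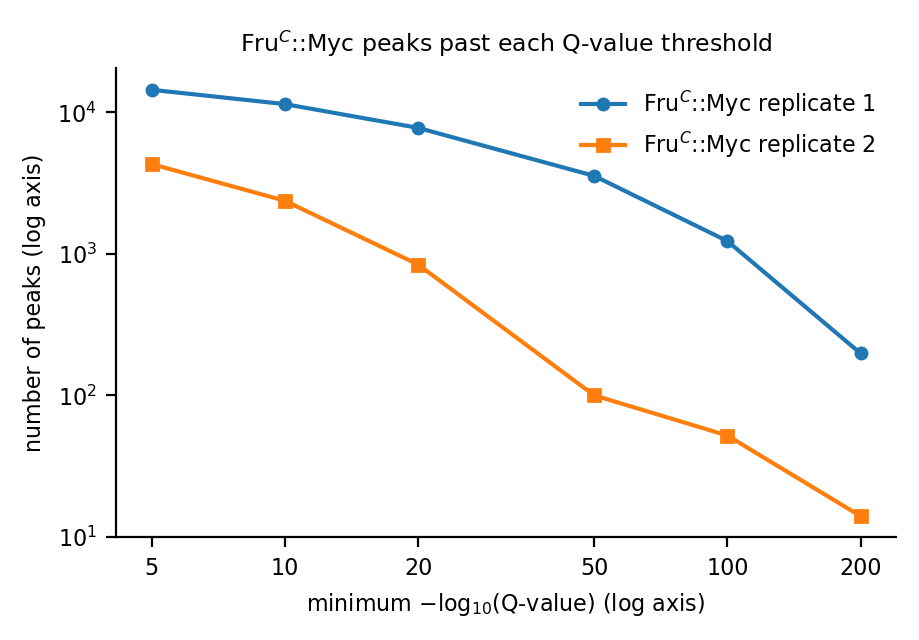
Number of Fru C::Myc peaks (vertical, log axis) that pass each minimum −log10(Q-value) (horizontal, log axis) in the 2 replicates; points are counts in the deposited lists. Replicate 1 has more peaks than replicate 2 at each of the thresholds, from 14450 against 4313 at 5 to 198 against 14 at 200.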

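The centre of each Fru C-bound region was placed on the BDGP6 annotation of Ensembl release 115, with a promoter reaching from 1000 bp upstream to 100 bp downstream of a transcription start site. Promoters held 633 of the 1221 regions (51.8%, 95% Wilson interval 49.0 to 54.6%). Introns held 266 regions and intergenic sequence held 210, together 39.0% (36.3 to 41.8%). Exons held 50 regions and transcription termination sites held 62. Of the 10407 regions of the score threshold, 57.9% were at promoters and 32.6% in introns and intergenic sequence. The 40 regions with a strong peak in both replicates were distributed otherwise, with 5% at promoters and 82.5% in introns and intergenic sequence.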

Overall, 59% of Fru^C^-bound regions are promoters whereas 29% are enhancers in the intergenic and intronic regions (Figure 3A). By contrast, 15% of randomized control regions are promoters and 55% are enhancers (Figure 3A). 

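For the random control, the 1221 regions were placed 1000 times at random positions with their widths kept. Promoters received 14.4 ± 1.02% (SD over the placements) and introns and intergenic sequence 60.9 ± 1.42%. Both observed shares lay outside all placements (two-sided permutation test by random placement, p = 0.001 for each, the smallest that 1000 placements can give). Assigned to the nearest transcription start site, the 1221 regions belonged to 960 genes, fewer than the 1057 ± 12.4 genes of the random placements (same permutation test, p = 0.001). The direction was opposite at the score threshold, with 5951 genes against 5682 ± 38.1. From the difference between bound and random regions in Figure 3A, the paper states that Fru C preferentially binds promoters.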

50.1% of Fru^C^-bound regions in promoters and enhancers overlap with regions of accessible chromatin (Larson et al., 2021; Figure 3B). Consistent with the finding that Fru^C^ negatively regulates stemness gene expression, Fru^C^ binds promoters and neuroblast-specific enhancers of *Notch*, *dpn*, *E(spl)mγ*, *klumpfuss* (*klu*) and *tailless* (*tll*) that were previously shown to maintain type II neuroblasts in an undifferentiated state (Figure 3C; Figure 3—figure supplement 1C). 

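Peaks within 5000 bp of each gene body were examined on BDGP6. *Notch* lies on chromosome X from 3134870 to 3172221 and had 2 Fru C-bound regions at −log10(Q-value) >100, both in introns, from 3161952 to 3162468 (−log10 Q-value 126) and from 3162625 to 3163232 (205). Its promoter region, from 3134685 to 3134881, reached 38.1 and passed only the score threshold, at which 10 regions lay in the window. At *dpn* (chromosome 2R, 8228971 to 8232330), an intergenic region 1076 bp from the transcription start site, from 8233207 to 8233605, reached 105, and the promoter region from 8232295 to 8232627 reached 76.9. At *E(spl)mγ* (chromosome 3R, 25999851 to 26000761), no region passed −log10(Q-value) >100, and the promoter region from 25999271 to 25999824 reached 83.0. At *klu* (chromosome 3L, 10981171 to 11009188), an intergenic region from 11010269 to 11010773 reached 170, whereas the promoter regions reached at most 49.1. The region at the *tll* promoter (chromosome 3R, 30851819 to 30852347) reached 177. The strongest regions at *Notch*, *klu* and *tll*, both *dpn* regions and the *E(spl)mγ* promoter region each overlapped a peak of Fru C::Myc replicate 2 and a peak of Fru COM at any Q-value, whereas the promoter regions of *Notch* and *klu* overlapped no Fru COM peak. The paper sets this binding beside its finding that Fru C negatively regulates stemness gene expression.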

Based on our scRNA-seq data, we classified genes as NB genes, imm INP genes, or invariant genes expressed throughout the lineage based on differential expression within cluster 14 (Figure 1E; Supplementary file 2). Seventy-four percent of genes uniquely transcribed in type II neuroblasts (NB genes) are bound by Fru^C^ whereas 41% of these genes are in randomized control (Figure 3D–E). By contrast, the percentage of Fru^C^-bound genes transcribed in immature INPs or throughout the type II neuroblast lineage is similar to random control (Figure 3D–E). Because stemness gene transcripts are highly enriched in type II neuroblasts, these results suggest that Fru^C^ preferentially binds *cis*-regulatory elements of stemness genes.

**Figure 3.**
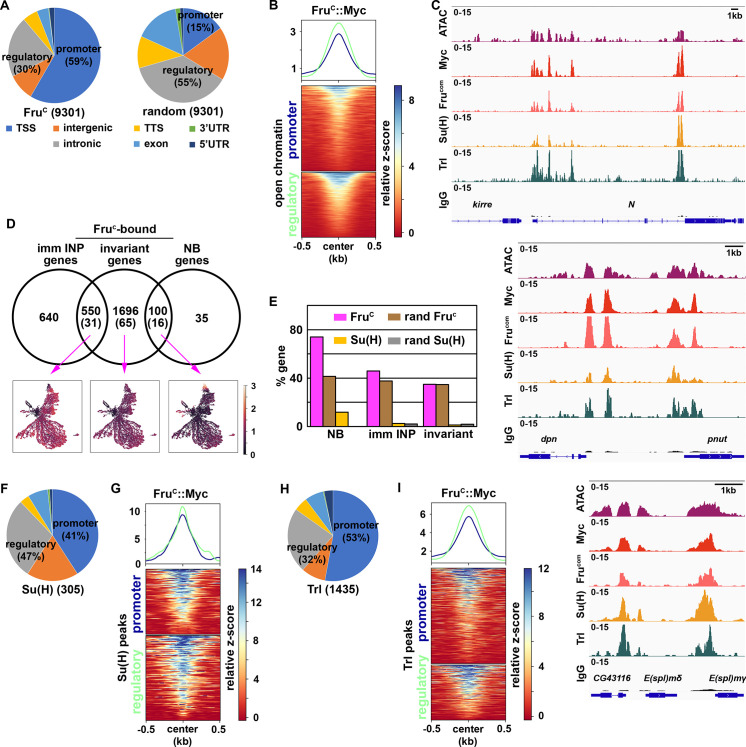
Fru^c^ preferentially binds regulatory elements of genes uniquely expressed in neuroblasts. (**A**) Genomic binding distribution of Fru^C^-bound peaks (total # of peaks shown in parentheses) from CUT&RUN or random (set of Fru^c^ peaks shuffled to randomly determined places in the genome) in type II neuroblast-enriched chromatin from *brat-*null brains (*brat^11/Df(2L)Exel8040^*). Fru^c^ preferentially binds promoters. (**B**) Heatmap is centered on promoters or regulatory regions showing accessible chromatin as defined by ATAC-seq with 500 bp flanking regions and ordered by signal intensity of Fru^c^::Myc binding. (**C**) Representative z score-normalized genome browser tracks showing regions with accessible chromatin (ATAC-seq) and bound by Fru^c^::Myc (detected by the Myc antibody or Fru^COM^ antibody), Su(H), Trl, or IgG at *Notch, dpn*, and *E(spl)mγ* loci. (**D**) Genes in cluster 14 from the scRNA-seq dataset were separated into neuroblast-enriched genes (right), immature INP-enriched genes (left), and invariant genes. The middle circle is the set of genes bound by Fru^c^ or Su(H) (shown in parentheses). UMAPs show gene enrichment score for Fru^c^-bound genes uniquely expressed in neuroblasts (right), uniquely expressed in immature INPs (left), and ubiquitously expressed (invariant genes) (middle). (**E**) Percentage of genes defined in D bound by either Fru^c^, Su(H), random Fru^c^ peaks, or random Su(H) peaks (set of Su(H) peaks shuffled to randomly determined places in the genome). (**F–G**) Genomic binding distribution of identified Su(H)-bound peaks (total # of peaks shown in parentheses) from CUT&RUN in type II neuroblast-enriched chromatin. Heatmap is centered on promoters or regulatory regions and ordered by signal intensity of Su(H) binding. (**H–I**) Genomic binding distribution of identified Trl-bound peaks (total # of peaks shown in parentheses) from CUT&RUN in type II neuroblast-enriched chromatin. Heatmap is centered on promoters or regulatory regions and ordered by signal intensity of Trl binding.

**Figure 3—figure supplement 1.**
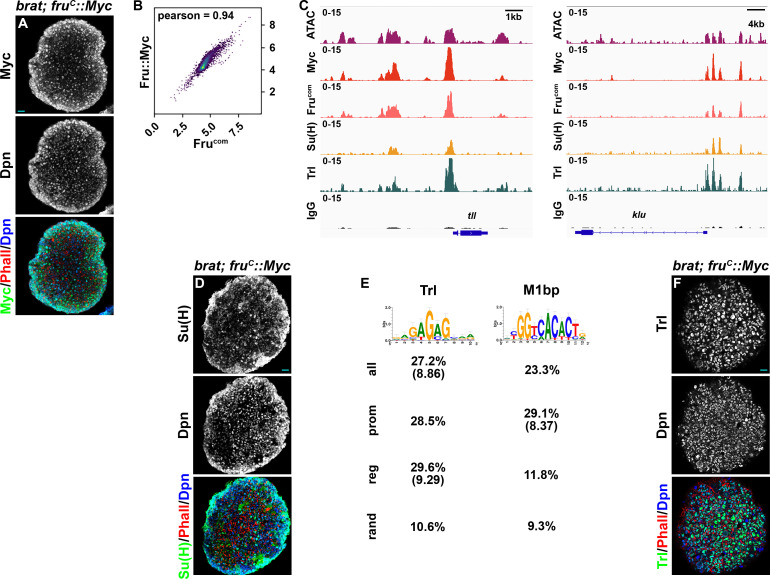
Quality control for determining Fru^C^-, Su(H)- and Trl-binding using CUT&RUN. (**A**) Fru^C^::Myc is detected in all type II neuroblasts (marked by Dpn expression) in *brat*-null (*brat^11/Df(2L)Exel8040^*) brains homozygous for the *fru^C^::Myc* knock-in allele. (**B**) Genome-wide occupancy of Fru^C^::Myc in 10 kb regions in type II neuroblasts determined by the Myc antibody and Fru^com^ antibody are highly correlated. (**C**) Representative z score-normalized genome browser tracks showing chromatin accessibility (ATAC-seq) and regions bound by Fru^c^::Myc, Fru^COM^, Su(H), Trl, or IgG at *tll* and *klu* loci. (**E**) Top motifs identified by iCisTarget from 200 bp regions centered on fru^c^ peak summits. Trl was identified as a top motif using all peaks or only regulator peaks, with NES scores shown in parentheses. M1BP was identified as a top motif using promoter peaks, with NES scores shown in parentheses. The percent of all, promoter, regulatory, or random peaks containing at least one motif was calculated by finding the corresponding motif distribution in the genome with HOMER. (**D**) Su(H) or (**F**) Trl is detected in all type II neuroblasts (marked by Dpn expression) in *brat*-null brains homozygous for the *fru^C^::Myc* knock-in allele. Scale bars: 10 μm.

A mechanism by which Fru^C^ can negatively regulate stemness gene expression levels is to modulate the activity of the Notch transcriptional activator complex activity. Using Affymetrix GeneChip, a previous study demonstrated that the Notch transcriptional activator complex binds 595 regions in 185 transcribed genes in neuroblasts (log_2_ FC >0.5) including *dpn*, *E(spl)mγ*, *klu*, and *tll* (Zacharioudaki et al., 2016). 

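Su(H) is the DNA-binding subunit of the Notch transcriptional activator complex. Su(H) CUT&RUN was performed on 2 replicates of 50 control brains, and the authors called peaks on each replicate as for Fru C. Their deposited lists held 611 and 513 peaks, with median −log10 Q-values of 9.42 and 10.6. In replicate 1, 65.0% of the peaks overlapped a peak of replicate 2, and in replicate 2, 78.0% overlapped one of replicate 1. The Methods give a Q-value threshold for Fru and H3K9me3 peaks, so all Su(H) peaks were merged as deposited. Regions overlapping the H3K9me3 regions were removed, which took out 52 of 720 regions. The score threshold for H3K9me3 removed 344 of the 720.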

To precisely identify Notch-bound peaks in type II neuroblasts, we used a specific antibody against the DNA-binding subunit of the Notch transcriptional activator complex, Suppressor of Hairless (Su(H)), to perform a CUT&RUN assay on brain lysate form third-instar *brat*-null larvae homozygous for *fru^C^::Myc*. Prior to the genomic study, we validated the specificity of the Su(H) antibody in vivo by performing immunofluorescent staining of *brat*-null larvae homozygous for *fru^C^::Myc*. We observed co-expression of Su(H) and Dpn in thousands of supernumerary type II neuroblasts in *brat*-null brains (Figure 3—figure supplement 1D). Because *dpn* is directly activated by Notch in many cell types, including neuroblasts, this result confirms that the Su(H) antibody can detect activated Notch activity. We found that Su(H) binds 305 regions in 112 genes in type II neuroblasts, and that Su(H)-bound regions are predominantly in promoters and enhancers (Figure 3F). 

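Su(H) bound 668 regions, nearest to the transcription start sites of 379 genes. Promoters held 183 regions (27.4%, 95% Wilson interval 24.1 to 30.9%) and introns and intergenic sequence 417 (62.4%, 58.7 to 66.0%). With the H3K9me3 regions of the score threshold removed, 376 regions at 283 genes were left, 40.4% at promoters and 50% in introns and intergenic sequence. A peak in both replicates was found in 355 regions, and 289 regions had a Su(H) peak with −log10(Q-value) >10.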

Twelve percent of NB genes are bound by Su(H) compared to 0% of these gene in a randomized control (Figure 3D–E). By contrast, the percentage of Su(H) bound genes transcribed in immature INPs or throughout the type II neuroblast lineage are similar to random control. 

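The overlap of Su(H)-bound and Fru C-bound regions was counted with at least 1 bp shared. Among Su(H)-bound promoters, 131 of 183 overlapped a Fru C-bound region (71.6%, 95% Wilson interval 64.7 to 77.6%), and among Su(H)-bound introns and intergenic regions 181 of 417 did (43.4%, 38.7 to 48.2%). With the Fru C regions placed at random, the shares were 0.538 ± 0.560% (SD) and 0.573 ± 0.397% (two-sided permutation test by random placement, p = 0.001 for each, the smallest that 1000 placements can give). Without Fru C::Myc replicate 1 the shares were 1.09% and 9.35%. Under the score threshold, 151 of 152 Su(H)-bound promoters (99.3%) and 184 of 188 introns and intergenic regions (97.9%) overlapped Fru C. Because the random placements ignored accessible chromatin, the test cannot tell shared binding from open sites cut in both libraries.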

Overall, 95.2% of Su(H)-bound promoters and 90.8% of Su(H)-bound enhancers overlap with Fru^C^-bound peaks (Figure 3G). These peaks include the promoters of *Notch*, *dpn*, *E(spl)mγ*, *klu* and *tll* as well as the enhancers that drive their expression in neuroblasts (Figure 3C; Figure 3—figure supplement 1C). 

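Each of the genes had a Su(H) region within 5000 bp of its body. At *Notch*, the Su(H) peaks of both replicates lay in the intron inside the Fru C-bound regions, from 3162168 to 3162415 and from 3162668 to 3162975 in replicate 1, with −log10 Q-values of 29.4 and 23.0, and none lay at the promoter. At *dpn*, a Su(H) peak of replicate 2 from 8233330 to 8233438 (8.01) lay in the intergenic Fru C-bound region and none lay on the promoter region. At *E(spl)mγ*, both replicates had a peak on the promoter, from 25999333 to 25999760 in replicate 1 (13.6) and from 25999303 to 25999759 in replicate 2 (13.2). From the shared positions, the paper proposes a model in which Fru C occupies the regulatory elements that Notch binds.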

Our data support a model that Fru^C^ regulates Notch pathway gene expression by occupying functionally relevant regulatory elements bound by Notch in type II neuroblasts.

De novo motif discovery identified a sequence bound by the transcription factor Trithorax-like (Trl), also known as GAGA factor, is significantly enriched in both Fru^C^-bound promoters and enhancers (Figure 3—figure supplement 1E). 

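The motif was searched as a fixed word, since the weight matrices used by the authors were not analysed here. GAGAG, the core of the Trl motif drawn in Figure 3—figure supplement 1E, was looked for on both strands within 100 bp of the summits of Fru COM regions. It occurred at 15 of 64 regions at −log10(Q-value) >100 (23.4%, 95% Wilson interval 14.7 to 35.1%), against 21.5 ± 5.10% (SD) for random placements (two-sided permutation test by random placement, p = 0.758). Among the regions of the score threshold, 832 of 1537 had it (54.1%) against 21.4 ± 1.02% (permutation test, p = 0.001, the smallest that 1000 placements can give), at 60.3% of promoter regions and at 49.4% of intronic and intergenic regions. Summits of Fru C::Myc regions at −log10(Q-value) >100 had it in 55.9%. GGTCACAC, the core of the M1BP motif drawn in the same supplement, was at 0 of 6 Fru COM promoter regions, too few to show a difference, and at 23 of 746 (3.08%) at the score threshold against 0.431 ± 0.241% for random placements (permutation test, p = 0.001). The sequence TGGAGAGAGAGAGAGAGCGCATTTGTCTT lies on chromosome X from 3162912 to 3162940, in an intron of *Notch*, next to the Fru C::Myc summit at 3162927. At *klu*, ACGAGAGAGAGAGAGAGCGCGCTCTCTCT lies from 11010467 to 11010495 on chromosome 3L, in intergenic sequence. The strongest summits at *dpn* and *E(spl)mγ* had no GAGAG within 100 bp.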

The Trl motif was previously found to be the most significantly enriched in Fru^C^-associated genomic regions in the larval nervous system (Neville et al., 2014). Trl, like Fru, is a member of the BTB-Zn-finger transcription factor family which heterodimerize with other BTB-domain-containing factors to regulate gene transcription (Bonchuk et al., 2022). Trl is an evolutionarily conserved multifaceted transcription factor that regulates diverse biological processes by interacting with a wide variety of proteins including PRC2 complex components (Lomaev et al., 2017; Chetverina et al., 2021; Srivastava et al., 2018). Although the Trl motif is generally enriched at promoters, enrichment of this motif in Fru^C^-bound promoters and enhancers suggest that FruC might function together with Trl to negatively regulate gene transcription in type II neuroblasts. We examined whether Trl indeed binds Fru^C^-bound regions in type II neuroblasts using a specific antibody against Trl (Judd et al., 2021). We validated the specificity of the Trl antibody in vivo by performing immunofluorescent staining of *brat*-null larvae homozygous for *fru^C^::Myc*. We found that Trl is highly enriched in the nuclei of thousands of supernumerary type II neuroblasts marked by Dpn expression (Figure 3—figure supplement 1F). 

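Trl, or GAGA factor, was profiled in 2 replicates of 50 control brains, and the authors' deposited lists held 1141 and 1516 peaks with median −log10 Q-values of 5.66 and 5.96. Of the peaks of replicate 1, 57.6% overlapped a peak of replicate 2, and 43.1% of those of replicate 2 overlapped one of replicate 1. No Q-value threshold was applied to Trl. Merging and removal of H3K9me3 regions took out 27 of 1993 regions, and 366 of 1993 at the score threshold.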

We used the Trl antibody to perform a CUT&RUN assay on brain lysate from third-instar *brat*-null larvae homozygous for *fru^C^::Myc*. We identified 1435 Trl-bound regions, including promoters and enhancers, in type II neuroblasts (Figure 3H). 

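Trl bound 1966 regions, 969 of them at promoters (49.3%, 95% Wilson interval 47.1 to 51.5%) and 776 in introns and intergenic sequence (39.5%, 37.3 to 41.7%). With H3K9me3 regions of the score threshold removed there were 1627. The number fell to 634 when a peak in both replicates was required and to 378 at −log10(Q-value) >10 for Trl. Replicate 1 alone gave 1128 regions and replicate 2 alone gave 1489.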

In total, 85.4% of Trl-bound promoters and 87.8% of Trl-bound enhancers overlapped with Fru^C^-bound regions including *Notch*, *dpn*, *E(spl)mγ*, *klu* and *tll* loci (Figure 3C and I; Figure 3—figure supplement 1C). These data suggest that Fru^C^ may function together with Trl to regulate the transcription of stemness genes in neuroblasts.

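Fru C-bound regions overlapped 378 of 969 Trl-bound promoters (39.0%, 95% Wilson interval 36.0 to 42.1%) and 342 of 776 Trl-bound introns and intergenic regions (44.1%, 40.6 to 47.6%). Random placements of the Fru C regions gave 0.538 ± 0.233% and 0.540 ± 0.280% (SD; two-sided permutation test by random placement, p = 0.001 for each, the smallest that 1000 placements can give). The shares at the score threshold were 90.4% of 861 promoters and 94.0% of 568 introns and intergenic regions. Without Fru C::Myc replicate 1 they were 0.413% and 4.25%. As for Su(H), the placement test cannot tell shared binding from open sites cut in both libraries. In the *Notch* intron, Trl peaks of both replicates lay inside the strongest Fru C-bound regions, and at *dpn* Trl peaks from 8233379 to 8233491 in replicate 1 (−log10 Q-value 4.77) and from 8233363 to 8233572 in replicate 2 (2.99) lay in the intergenic Fru C-bound region. From these overlaps, the paper proposes that Fru C may function together with Trl.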

### Fru^C^ fine-tunes the transcription of Notch pathway genes during asymmetric neuroblast division

Loss- and gain-of-function of *fru^C^* mildly alters the expression of Notch downstream-effector genes that promote stemness in neuroblasts (Figure 2). Thus, Fru^C^ likely fine-tunes Notch signaling activity levels that balance neuroblast maintenance and INP commitment during neuroblast asymmetric division. To functionally validate the role of Fru^C^ in fine-tuning Notch pathway activity expression, we tested whether loss of *fru^C^* function can enhance the supernumerary neuroblast phenotype in *brat*-hypomorphic (*brat^hypo^*) brains. Immature INPs revert to supernumerary type II neuroblasts at low frequency due to a modest increase in Notch downstream-effector gene expression in *brat^hypo^* brains (Komori et al., 2018). Consistent with the finding that reduced *fru* function increases Notch downstream-effector protein levels in immature INPs, the heterozygosity of a *fru* deletion (*fru^-/+^*) enhances the supernumerary neuroblast phenotype in *brat^hypo^* brains (Figure 4A; Figure 4—figure supplement 1A–B). Furthermore, *brat^hypo^* brains lacking *fru^C^* function displayed greater than a twofold increase in supernumerary neuroblasts compared with *brat^hypo^* brains heterozygous for a *fru* deletion (Figure 4A; Figure 4—figure supplement 1C–E). These data support our model that loss of *fru^C^* function increases Notch pathway activity levels during asymmetric neuroblast division.

**Figure 4.**
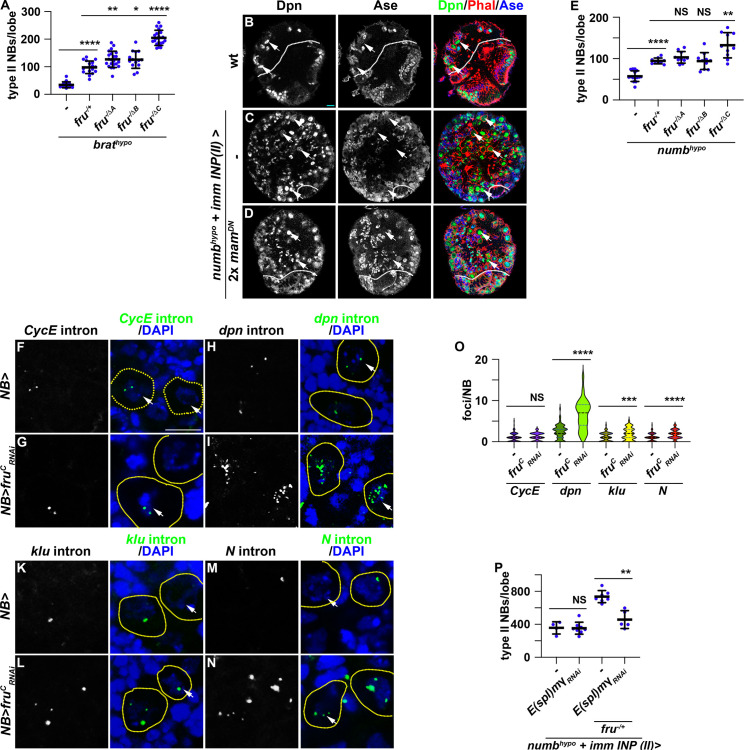
Reduced *fru* function increases Notch pathway gene transcription. (**A**) Loss of *fru^C^* function (*fru^ΔC/Aj96u3^*) enhances the supernumerary neuroblast phenotype in *brat^hypo^* (*brat^DG19310/11^*) brains heterozygous for a *fru* deletion (*fru^Aj96u3/+^*), but loss of *fru^A^* (*fru^ΔA/Aj96u3^*) or *fru^B^* (*fru^ΔB/Aj96u3^*) function does not. (**B–D**) Overexpressing two copies of dominant-negative *mam* transgenes in immature INPs partially suppresses the supernumerary neuroblast phenotype in *numb^hypo^* (*numb^ex112/15^*) brains. The genotype used in this experiment is *numb^Ex112^/R9D11-Gal4,numb^15^ or numb^Ex112^/R9D11-Gal4,numb^15^; UAS-mam^DN^/UAS-mam^DN^*. (**E**) Loss of *fru^C^* function (*fru^ΔC/Aj96u3^*) enhances the supernumerary neuroblast phenotype in *numb^hypo^* brains heterozygous for a *fru* deletion (*fru^Aj96u3/+^*), but loss of *fru^A^* (*fru^ΔA/Aj96u3^*) or *fru^B^* (*fru^ΔB/Aj96u3^*) function does not. (**F–N**) sm-FISH using intron probes confirms increased *Notch* and Notch target gene (*dpn* and *klu*) transcription in *fru^C^*-mutant neuroblasts comparing with control neuroblasts. *CycE* nascent transcripts serve as a control because *CycE* is not a Notch target gene, and *CycE* transcription is unaffected by *fru^C^* knockdown. The genotype used in this experiments is *Wor-Gal4* or *Wor-Gal4/UAS-fru^C^_RNAi_* (**O**) Quantification of *Notch*, *dpn*, *klu* and *CycE* nascent transcript foci in control versus *fru^C^*-mutant neuroblasts. sm-FISH signals were counted in 8 dorsal-most neuroblasts (>6 μm in diameter) per brain lobe. *CycE*: 1±0.97 (n=128 neuroblasts) in control; 1.16±0.91 (n=96 neuroblasts) in *fru^C^_RNAi_. dpn*: 2.33±1.65 (n=88 neuroblasts) in control; 6.52±3.55 (n=104 neuroblasts) in *fru^c^_RNAi_. klu*: 1.12±1.01 (n=80 neuroblasts) in control; 1.79±1.43 (n=112 neuroblasts) in *fru^c^_RNAi_. Notch*: 1.06±0.88 (n=112 neuroblasts) in control; 1.77±1.07 (n=104 neuroblasts) in *fru^c^_RNAi_*. (**P**) Knocking down *E(spl)mγ* function by *RNAi* in immature INPs suppresses increased supernumerary formation in *numb^hypo^* brains heterozygous for *fru* while having no effect on *numb^hypo^* brains alone. The genotypes used in this experiment are *numb^Ex112^/R9D11-Gal4,numb^15^; UAS-E(spl)mγ_RNAi_/+* or *numb^Ex112^/R9D11-Gal4,numb^15^; UAS-E(spl)mγ_RNAi_/fru^Aj96u3/+^*. White dashed line separates brain from the optic lobe. Yellow dashed line encircles a neuroblast. white arrow: type II neuroblast. Scale bars: 10 μm. p-value: NS: non-significant, *<0.05, **<0.005, ***<0.0005, and ****<0.00005.

**Figure 4—figure supplement 1.**
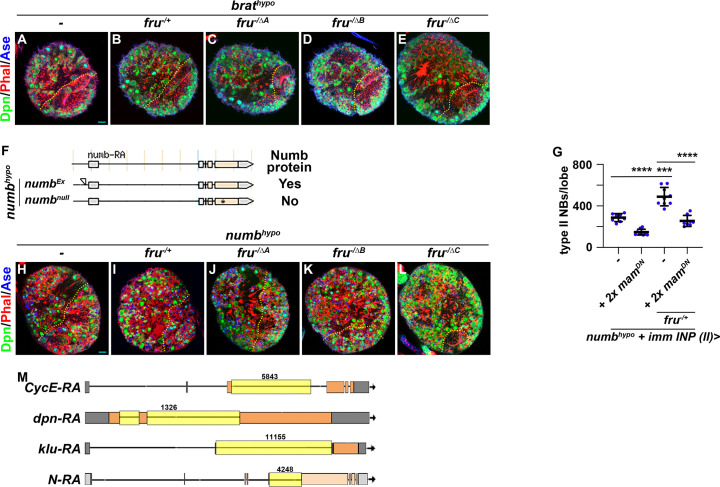
Loss of *fru^C^* function enhances supernumerary neuroblast formation in *brat^hypo^* and *numb^hypo^* brains. (**A–E**) Representative images of *brat^hypo^* (*brat brat^DG19310/11^*) brains alone, heterozygous for a *fru* deletion (*fru^Aj96u3/+^*) or homozygous mutant for a specific *fru* isoform (*fru^ΔA/Aj96u3^*, *fru^ΔB/Aj96u3^* or *fru^ΔC/Aj96u3^*). (**F**) The *numb^Ex^* allele was generated by imprecisely excising the *numb^NP2301^* transposable element inserted in the 5’-regulatory region of *numb*. Numb protein remains detectable in *numb^Ex^* homozygous neuroblasts, but is undetectable in *numb*-null neuroblasts. (**G**) Quantification of total type II neuroblasts per brain lobe in *numb^hypo^* larvae alone or heterozygous for a *fru* deletion that overexpress two copies of *UAS-mam^DN^* transgenes in immature INPs. The genotype used in this experiment is *numb^Ex112^/R9D11-Gal4,numb^15^, numb^Ex112^/R9D11-Gal4,numb^15^; UAS-mam^DN^/UAS-mam^DN^*, *numb^Ex112^/R9D11-Gal4,numb^15^; fru^Aj96u3^/+* or *numb^Ex112^/R9D11-Gal4,numb^15^; fru^Aj96u3^/UAS-mam^DN^*. (**H–L**) Representative images of *numb^hypo^* (*numb^ex112/15^*) brains alone, heterozygous for a *fru* deletion (*fru^Aj96u3/+^*) or homozygous mutant for a specific *fru* isoform (*fru^ΔA/Aj96u3^*, *fru^ΔB/Aj96u3^* or *fru^ΔC/Aj96u3^*). (**M**) The *CycE, dpn, klu,* and *N* isoform used for generating intron probes used in sm-FISH experiment shown in Figure 4F–O. The intron used for probe generation is highlighted. Yellow dashed line separates brain from the optic lobe. p-value: ***<0.0005, and ****<0.00005.

Because Fru^C^ occupies enhancers relevant to the cell-type-specific expression of *Notch* and Notch downstream-effector genes in type II neuroblasts (Figure 3), we assessed whether Fru^C^ fine-tunes the expression of Notch signaling pathway components during asymmetric neuroblast division. Proteolytic cleavage of the extracellular domain and the transmembrane fragment releases the Notch intracellular domain to form a transcriptional activator complex by binding Su(H) and Mastermind (Mam) (Bray and Gomez-Lamarca, 2018). Asymmetric segregation of Numb into immature INPs inhibits continual Notch activation and terminates Notch-activated transcription of its downstream-effector genes. *numb*-hypomorphic (*numb^hypo^*) animals carrying the *numb^Ex^* allele in trans with a *numb*-null allele (*numb^15^*) contain more than 100 type II neuroblasts per brain lobe compared with 8 per lobe in wild-type animals (Figure 4B–C; Figure 4—figure supplement 1F–G). Antagonizing Notch-activated gene transcription by overexpressing a dominant negative form of Mam (Mam^DN^) in immature INPs suppressed the supernumerary neuroblast phenotype in *numb^hypo^* brains (Figure 4C–D; Figure 4—figure supplement 1G). Thus, the supernumerary type II neuroblast phenotype in *numb^hypo^* brains provides a direct functional readout of activated Notch levels during asymmetric neuroblast division. The heterozygosity of a *fru* deletion alone did not affect INP commitment in immature INPs but led to a twofold increase in supernumerary neuroblasts in *numb^hypo^* brains (Figure 4E; Figure 4—figure supplement 1H–I). Complete loss of *fru^C^* function (*fru^-/ΔC^*) led to increased supernumerary neuroblast formation in *numb^hypo^* brains compared with *fru^-/+^* (Figure 4E; Figure 4—figure supplement 1J–L). These results suggest that loss of *fru^C^* function increases Notch-activated gene expression in mitotic neuroblasts, and support a model that Fru^C^ fine-tunes the transcription of Notch downstream-effector genes in neuroblasts.

To quantitatively evaluate whether Fru^C^ fine-tunes *Notch* and Notch downstream-effector gene transcription in neuroblasts, we performed single-molecule fluorescent in-situ hybridization (sm-FISH) using intron probes to these transcripts in larval brains overexpressing a *fru^C^_RNAi_* transgene. Intron probes detect nascent transcripts allowing for quantitative measurement of gene transcription in the physiological context. Because *Cyclin E* (*CycE*) is not a Notch target, its nascent transcript levels should not be affected by alerted Notch signaling and serve as control in this experiment. Consistently, the number of *CycE* nascent transcript foci in neuroblasts appears statistically indistinguishable between control brains carrying only the *Gal4* driver or brains overexpressing *fru^C^_RNAi_* (Figure 4F–G and O). By contrast, the number of *Notch*, *dpn* and *klu* nascent transcript foci is significantly higher in *fru^C^* knockdown brains than in control brains (Figure 4H–O). *E(spl)mγ* was exempted from this analysis because its open reading frame contains a single exon. These results strongly suggest that reduced *fru^C^* function increases *Notch* and Notch downstream-effector gene transcription levels in neuroblasts. Consistent with this interpretation, knocking down the function of *E(spl)mγ* by RNAi strongly suppressed increased supernumerary neuroblast formation in *numb^hypo^* brains heterozygous for *fru* while not effecting the baseline supernumerary neuroblast phenotype in *numb^hypo^* brains (Figure 4P). The *dpn_RNAi_* transgene was exempted from this analysis because of off-target effect. This result provides functional support of our model that reducing *fru^C^* function increases Notch target gene transcription in neuroblasts. Thus, we conclude that Fru^C^ fine-tunes *Notch* and Notch downstream-effector gene expression during asymmetric neuroblast division.

### Fru^C^ fine-tunes gene expression by promoting low-level H3K27me3 enrichment

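Histone marks were profiled by CUT&RUN in control brains and *fru C*-null brains, both *brat*-null, with 2 replicates of 25 brains for each mark and genotype. The marks were H3K27ac, H3K4me3 and H3K27me3. The authors compared the genotypes with diffReps, which slides a 500 bp window along the genome and reports regions with their log2 fold change and adjusted p-value. The authors' deposited table for each mark lists 26743 regions for H3K27ac, 23033 for H3K4me3 and 20658 for H3K27me3. These tables hold no value per sample, so neither the depth of a library nor the spread between replicates could be given. Regions with an adjusted p-value below 0.05 were called significant: 23574, 22691 and 19081 in the authors' deposited tables of the 3 marks. A rise or fall is a change of more than 2-fold, and shares are of summed region length, in kb. Bound regions shared at least 1 bp with a Fru C-bound region. The difference between bound and unbound regions was tested by rotating the Fru C regions along each chromosome 1000 times. Gene names beside the coordinates in the authors' deposited tables did not match them, so all genes were assigned from coordinates.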

To define the mechanisms by which Fru^C^ fine-tunes Notch pathway gene transcription in mitotic neuroblasts, we compared genome-wide patterns of histone marks by CUT&RUN in *brat*-null brains carrying a *fru^-/ΔC^* allelic combination (*fru^C^*-null) with that of *brat*-null brains alone (control) (Figure 5—figure supplement 1A–B). We used a 500 bp sliding window to search for regions that show changes in histone mark levels with a Q-value <0.05 in *fru^C^*-null brains relative to control brains. We first focused on acetylated lysine 27 on histone H3 (H3K27ac) because a previous study suggested that Fru^C^ functions through Histone deacetylase 1 (Hdac1) to regulate gene transcription during specification of sexually dimorphic neurons (Ito et al., 2012). If Fru^C^ fine-tunes *Notch*, *dpn* and *E(spl)mγ* transcription in type II neuroblasts by promoting deacetylation of H3K27 at their promoters and neuroblast-specific enhancers, these loci should display higher H3K27ac levels in *fru^C^*-null brains than in control brains. 14.2% (4139 kB / 29,065 kB) of the regions with statistically significant changes in H3K27ac levels genome-wide displayed greater than twofold increase in this histone mark in *fru^C^*-null brains while 0.4% (130 kB / 29,065 kB) of these regions showed greater than twofold decrease (Figure 5—figure supplement 1C). 

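H3K27ac rose in 4060 significant regions, 4143 kb of 25019 kb, or 16.6%, of the authors' deposited table. It fell in 40 regions covering 131 kb, or 0.523%, in the same authors' deposited table. Over all listed regions as the denominator, the shares in the authors' deposited table were 14.2% and 0.450%. The median log2 fold change of the listed regions in the authors' deposited table was 0.39.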

3.4% (306 kB / 8,870 kB) of Fru^C^-bound regions showed greater than 2-fold increase in H3K27ac levels in *fru^C^*-null brains, and these regions did not include the *cis*-regulatory elements and the bodies of *Notch*, *dpn* and *E(spl)mγ* (Figure 5A; Figure 5—figure supplement 1D–E). Thus, loss of *fru^C^* function did not significantly increase the number of Fru^C^-bound loci with greater than 2-fold increase in H3K27ac comparing with the genome overall. 

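In the authors' deposited table, H3K27ac rose in 144 kb of 1154 kb of significant regions bound by Fru C at −log10(Q-value) >100, or 12.5%. In regions bound at the score threshold it rose in 421 kb of 7755 kb of the authors' deposited table, or 5.42%, and in 4.27% of the length of all listed bound regions. Across *Notch* and 5000 bp on each side, the 14 significant regions of the authors' deposited table had log2 fold changes from −0.66 to 0.47, 11 of them below 0. For *dpn* they went from −0.64 to −0.38 over 4 regions and for *E(spl)mγ* from −0.53 to 0.55 over 6 regions of the authors' deposited table. None of these regions of the authors' deposited table changed by more than 2-fold.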

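Unbound regions of the authors' deposited table rose in 16.8% of their length, against 12.5% of the bound length at −log10(Q-value) >100, a difference within the range of rotated Fru C regions (two-sided circular shift test, p = 0.0809). At the score threshold, 21.6% of the unbound length of the authors' deposited table rose, more than the bound length (p = 0.001, the smallest that 1000 rotations can give). The direction depended on the Fru C set: with the 40 regions that passed in both replicates, 31 of 33 bound regions of the authors' deposited table rose (97.2% of the length), and with −log10(Q-value) >200, 51 of 111 did (55.7%). The 40 regions rest on strong replicate 2 peaks, which were mostly shared with the other antibodies, so they may not stand for Fru C binding. From the comparison with the genome, the paper concludes that H3K27 deacetylation likely plays a minor role.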

We conclude that H3K27 deacetylation likely plays a minor role in Fru^C^-mediated fine-tuning of target gene transcription.

**Figure 5.**
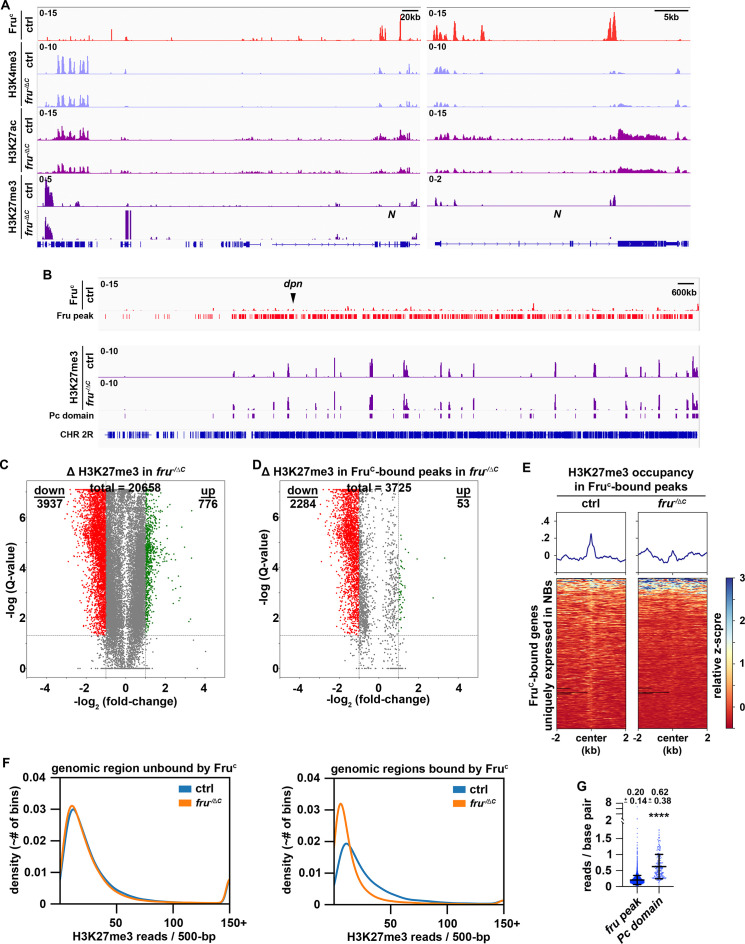
Low levels of H3K27me3 are enriched in Fru^C^-bound regions. (**A**) Representative z score-normalized genome browser tracks showing Fru^C^-binding and the enrichment of H3K4me3, H3K27ac, and H3K27me3 at the *Notch* locus in type II neuroblasts in control (*brat^11/Df(2L)Exel8040^*) or *fru^C^*-null (*brat^11/Df(2L)Exel8040^; fru^ΔC/Aj96u3^*) brains. Left: Zoomed-out images showing nearest heterochromatin domains. Right: Zoomed-in images showing enrichment of histone marks in Fru^C^-bound regions. (**B**) Representative z score-normalized genome browser track showing Fru^C^-binding and the H3K27me3 throughout the chromosome arm 2 R in type II neuroblasts in control or *fru^C^*-null brains. Fru peaks are shown along with Pc domain regions called on data using similar strategy as previously used to call canonical Pc domains (Brown et al., 2018). (**C**) Volcano plot showing fold-change of H3K27me3 signal in overall genomic regions in *fru^C^*-null brains versus control brains. (**D**) Volcano plot showing fold-change of H3K27me3 signal in regions bound by Fru^c^ in *fru^C^*-null brains versus control brains. (**E**) Heatmaps are centered on Fru^c^ summits with 2 kb flanking regions in genes uniquely transcribed in type II neuroblasts in control or *fru^C^*-null brains and ordered by signal intensity of H3K27me3 enrichment calculated from TMM-normalized tracks. (**F**) Left: Density plots showing proportion of all 500 bp regions in the genome not bound by Fru^c^ covered by different amounts of H3K27me3 reads in *fru^C^*-null brains vs control brains. Right: Density plots showing proportion of all 500 bp Fru^c^ bound regions covered by different amounts of H3K27me3 reads in *fru^C^*-null brains vs control brains. (**G**) Dotplot representing coverage of each Fru^c^ peak not in Pc domains vs coverage of each Pc domain. The horizontal line in the volcano plot represents -log_10_(0.05)=1.301. All genes above this line have a FDR <0.05.

**Figure 5—figure supplement 1.**
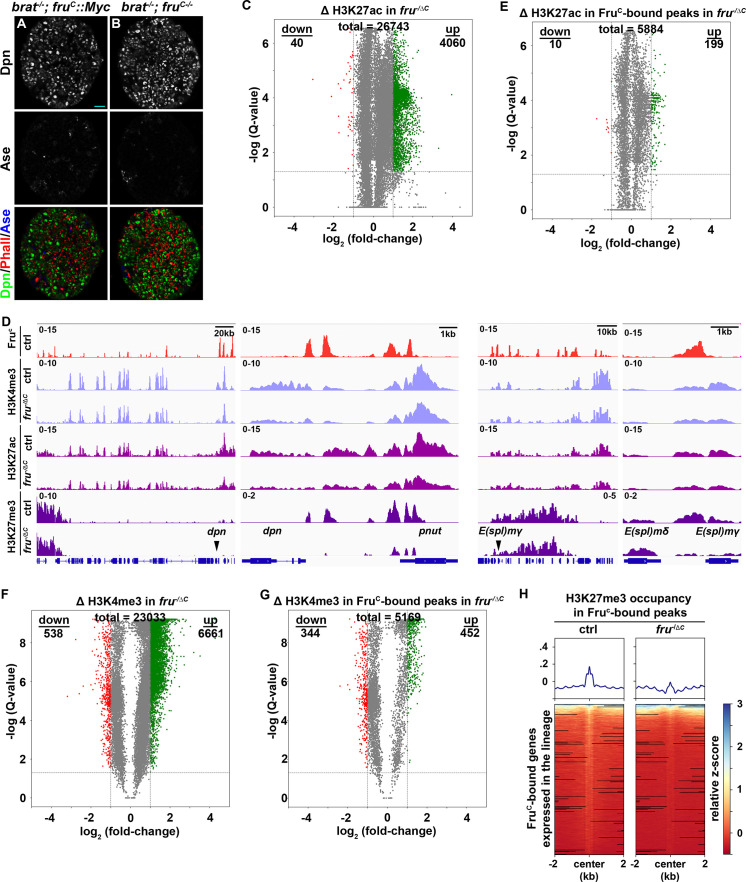
Levels of active histone marks are unchanged Fru^C^-bound regions. (**A–B**) Loss of *fru^C^* function does not further exacerbate the supernumerary neuroblast phenotype in *brat*-null brains. Scale bars: 10 μm. (**C**) Volcano plot showing fold-change of H3K27ac signal in overall genomic regions in *fru^C^*-null brains versus control brains. (**D**) Volcano plot showing fold-change of H3K27ac signal in regions bound by Fru^c^ in *fru^C^*-null brains versus control brains. (**E**) Representative z score-normalized genome browser tracks showing Fru^C^-binding and the enrichment of H3K4me3, H3K27ac, and H3K27me3 in *dpn* and *E(spl)mγ* loci in type II neuroblasts in control (*brat^11/Df(2L)Exel8040^*) or *fru^C^*-null (*brat^11/Df(2L)Ex040^; fru^ΔC/Aj96u3^*) brains. Left: Zoomed-out images showing nearest heterochromatin domains. Right: Zoomed-in images showing enrichment of histone marks in Fru^C^-bound regions. (**F**) Volcano plot showing fold-change of H3K4me3 signal in overall genomic regions in *fru^C^*-null brains versus control brains. (**G**) Volcano plot showing fold-change of H3K4me3 signal in regions bound by Fru^c^ in *fru^C^*-null brains versus control brains. (**H**) Heatmaps are centered on Fru^c^ summits with 2 kb flanking regions in genes transcribed throughout the type II neuroblast lineage in control or *fru^C^*-null brains and ordered by signal intensity of H3K27me3 enrichment calculated from TMM-normalized tracks. The horizontal line in the volcano plot represents -log10(0.05)=1.301. All genes above this line have a FDR <0.05.

H3K4me3 is a chromatin mark associated with the promoters of actively transcribed genes (Cenik and Shilatifard, 2021). If Fru^C^ fine-tunes *Notch*, *dpn* and *E(spl)mγ* transcription in type II neuroblasts by promoting demethylation of H3K4 at their promoters, these loci should display higher H3K4me3 levels in *fru^C^*-null brains than in control brains. 

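H3K4me3 rose in 6661 significant regions of the authors' deposited table, 8795 kb of 32688 kb, or 26.9%. It fell in 538 regions covering 1392 kb of the authors' deposited table, or 4.26%. Among all its listed regions in the authors' deposited table, 72.9% had a log2 fold change above 0, with a median of 0.68.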

26.7% (8788 kB / 32,939 kB) of the regions with statistically significant changes in H3K4me3 levels genome-wide displayed greater than twofold increase in *fru^C^*-null brains while 4.2% (1391 kB / 32,939 kB) of these regions showed greater than 2-fold decrease (Figure 5—figure supplement 1F). 

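For H3K4me3, 103 kb of 2273 kb of Fru C-bound length rose in the authors' deposited table, or 4.51%, and 7.73% at the score threshold. At *Notch*, 5 of 13 significant regions of the authors' deposited table rose more than 2-fold, the highest 1.43 on the log2 scale from 3166401 to 3167800 on chromosome X, within the gene body, and none of these 5 overlapped a Fru C-bound region at either threshold. The *Notch* regions that did overlap one at the score threshold had log2 fold changes from −0.77 to 0.46 in the authors' deposited table. At *dpn*, the region from 8230101 to 8232750, which spans the promoter, fell with a log2 fold change of −1.02 in the authors' deposited table. At *E(spl)mγ*, the promoter region from 25999551 to 26001050 had a log2 fold change of −0.57 in the authors' deposited table.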

7.45% (831 kB / 11,149 kB) of Fru^C^-bound regions showed greater than 2-fold increase in this histone mark in *fru^C^*-null brains, and these regions did not include the promoters and the bodies of *Notch*, *dpn,* and *E(spl)mγ* (Figure 5A; Figure 5—figure supplement 1D and G). Thus, loss of *fru^C^* function did not significantly increase the number of Fru^C^-bound loci with greater than twofold increase in H3K4me3 comparing with the genome overall. 

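Unbound H3K4me3 regions rose in 28.6% of their length in the authors' deposited table, more than the bound regions (two-sided circular shift test, p = 0.001, the smallest that 1000 rotations can give). At the score threshold the unbound share of the authors' deposited table was 38.2% (p = 0.001). Falls went the other way, since 13.8% of the bound length of the authors' deposited table fell against 3.54% of the unbound length (p = 0.003). The score threshold gave shares of 9.86% and 0.971% in the authors' deposited table. Both directions depended on the Fru C set: without Fru C::Myc replicate 1, 35.1% of the bound length rose and 2.21% fell (2 of 31 regions each) in the authors' deposited table, and with Fru COM regions 30.9% rose (5 of 54 regions). The set without replicate 1 rests on strong replicate 2 peaks, which were mostly shared with the other antibodies and may not stand for Fru C binding. The paper concludes from the rises that H3K4 demethylation is unlikely to play a role.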

We conclude that H3K4 demethylation unlikely plays a role in Fru^C^-mediating fine-tuning of gene transcription.

High levels of H3K27me3 are associated with inactive enhancers and the body of repressed genes (Laugesen et al., 2019; Piunti and Shilatifard, 2021). Low H3K27me3 levels occur in active loci in human and mouse embryonic stem cells but are generally regarded as noise (Mikkelsen et al., 2007; Pan et al., 2007). If Fru^C^ fine-tunes *Notch*, *dpn* and *E(spl)mγ* transcription in type II neuroblasts by promoting trimethylation of H3K27 at their neuroblast-specific enhancers, these loci should display lower H3K27me3 levels in *fru^C^*-null brains than in control brains. High levels of H3K27me3 are deposited in broad domains that are frequently referred to as Polycomb domains (Pc domains) (Brown et al., 2018). Pc domains rarely overlapped with Fru^C^-bound loci and did not appear to be disrupted in *fru^C^*-null brains (Figure 5B). 

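Domains of Polycomb were not analysed here, and 4 Polycomb-repressed Hox genes chosen beforehand, *Ubx*, *abd-A*, *Abd-B* and *Antp*, stand in for them. Within 5000 bp of these genes, all on chromosome 3R, 11 regions were bound by Fru C at −log10(Q-value) >100. With the score threshold 2 were, and 36 before the H3K9me3 regions of that threshold were removed, which covered 84.4% of these windows. H3K27me3 changes were small: at *Ubx* all 29 significant regions of the authors' deposited table were below 0, with log2 fold changes from −1.02 to −0.15 and a median of −0.32. The medians of the authors' deposited table were −0.38 at *abd-A*, −0.37 at *Abd-B* and −0.35 at *Antp*, and 1 region, at *Ubx*, fell more than 2-fold.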

5.7% (1429 kB / 24,888 kB) of the regions with statistically significant changes in H3K27me3 levels displayed greater than twofold increase in *fru^C^*-null brains and 18.1% (4510 kB / 24,888 kB) of these regions showed greater than 2-fold decrease (Figure 5C). 

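H3K27me3 rose in 776 significant regions of the authors' deposited table, 1431 kb of 22089 kb, or 6.48%. It fell in 3937 regions covering 4514 kb of the authors' deposited table, or 20.4%. Over all listed regions as the denominator, the shares in the authors' deposited table were 5.74% and 18.1%.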

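Of the H3K27me3 regions in the authors' deposited table, 912 significant ones were bound by Fru C at −log10(Q-value) >100, and 815 kb of their 1955 kb fell in *fru C*-null brains, or 41.7%. The authors' deposited table gave 2997 kb of 6165 kb of bound length with a fall at the score threshold, or 48.6%. Counted by number, 522 of the 912 bound regions of the authors' deposited table fell (57.2%).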

Importantly, 43.3% (2748 kB / 6,340 kB) of Fru^C^-bound regions showed greater than twofold decrease in this histone mark in *fru^C^*-null brains (Figure 5D–E; Figure 5—figure supplement 1H). Thus, loss of *fru^C^* function significantly increases the number of Fru^C^-bound loci with greater than twofold decrease in H3K27me3 comparing with the genome overall. 

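Unbound H3K27me3 regions fell in 18.4% of their length in the authors' deposited table, less than the bound regions (two-sided circular shift test, p = 0.001, the smallest that 1000 rotations can give). At the score threshold the unbound share of the authors' deposited table was 9.53% (p = 0.001). This difference did not pass the threshold in the smaller Fru C sets: with −log10(Q-value) >200, 26.3% of the bound length of the authors' deposited table fell against 20.4% (p = 0.213), and with the 40 regions that passed in both replicates 1 of 16 bound regions fell (1.30% of the length). The 40 regions rest on replicate 2 peaks past the threshold, of which 100% overlapped a Su(H) peak and 96.2% an H3K9me3 peak. Such sites may give high signal in any library, so this set does not show that strong Fru C binding goes without a fall. With Fru COM regions in place of Fru C::Myc regions, 3 of 22 bound regions of the authors' deposited table fell (13.7% of the length). For rises, the bound share of the authors' deposited table was 8.29% and the unbound share 6.30% (p = 0.285). From the higher share of falls in bound regions, the paper concludes that H3K27 trimethylation likely plays an important role in fine-tuning by Fru C.

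**Figure D2:**
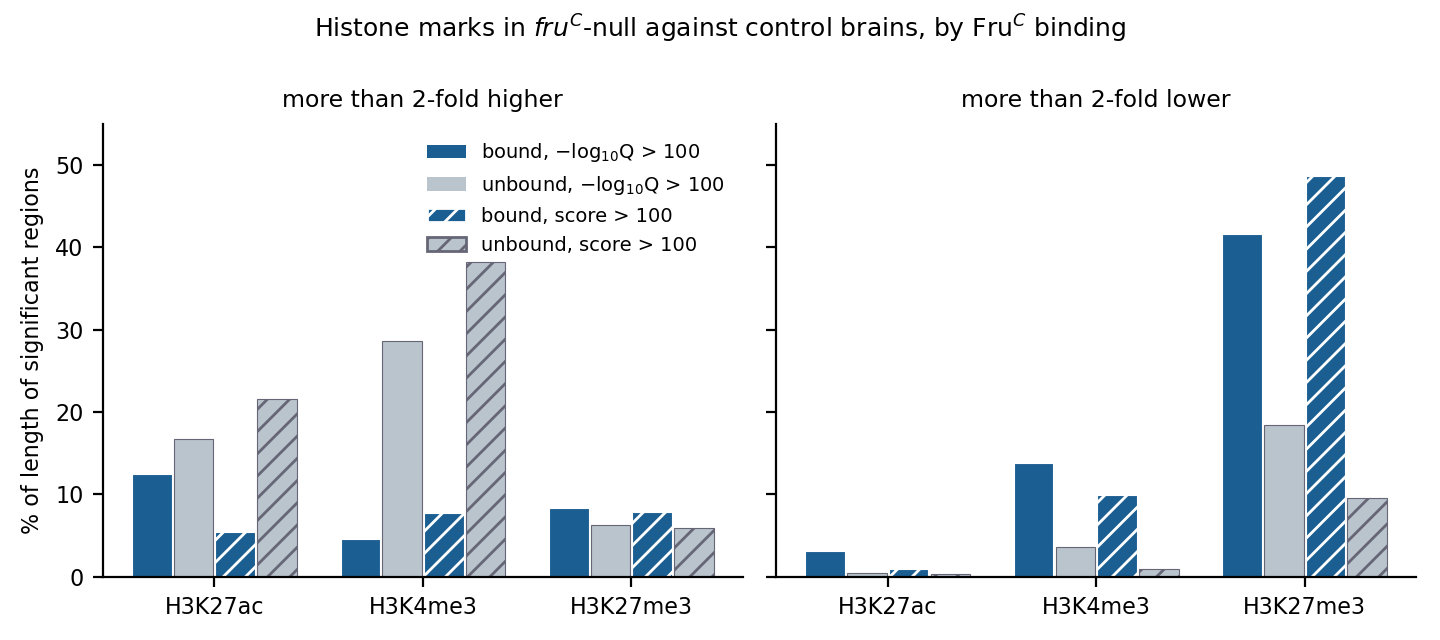
Percent of the length of significant regions (vertical axis) that was more than 2-fold higher (left) or lower (right) in *fru C*-null than in control brains for each of the 3 marks, from the authors' deposited table of each mark; blue bars are regions bound by Fru C, grey bars unbound regions, plain bars use −log10(Q-value) >100 and hatched bars a score above 100. H3K27me3 fell in 41.7% of the bound and 18.4% of the unbound length at −log10(Q-value) >100.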

We conclude that H3K27 trimethylation likely plays an important role in Fru^C^-mediating fine-tuning of gene transcription.

H3K27me3 levels at Fru^C^-bound peaks including *Notch* and Notch downstream-effector gene loci appear significantly lower than those in Pc domains in control brains suggesting that Fru^C^ fine-tunes gene transcription by promoting low levels of H3K27me3 enrichment (Figure 5A–B; Figure 5—figure supplement 1D). 

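At *Notch*, the authors' deposited table listed 4 significant H3K27me3 regions, which all fell more than 2-fold, with log2 fold changes from −1.92 to −1.60. That from 3162351 to 3163400 on chromosome X, over the strongest intronic Fru C-bound region, fell by 1.68 on the log2 scale in the authors' deposited table (adjusted p = 1.92e-06, from diffReps). At *dpn*, the region from 8232001 to 8234200 on chromosome 2R, over the promoter and the intergenic Fru C-bound region, had −1.56, the one from 8236251 to 8238650 had −0.99 and the one from 8229451 to 8230000 had 1.07 in the authors' deposited table. At *E(spl)mγ*, the promoter region from 25998751 to 26000400 on chromosome 3R had −1.07, and 1 of the 5 regions of the authors' deposited table was above 0. At *klu*, the region from 11010251 to 11010850 on chromosome 3L, over the strongest Fru C-bound region, had −0.67 in the authors' deposited table. The other 8 *klu* regions of the authors' deposited table were above 0, and the 3 that rose more than 2-fold overlapped no Fru C-bound region at either threshold, and at *tll* no significant region was listed. *CycE*, which served as a control in another assay of the study, had 5 significant regions in the authors' deposited table, 4 of which fell more than 2-fold. All 5 overlapped a Fru C-bound region at the score threshold, where 13 Fru C-bound regions lay in the *CycE* window, so *CycE* is not an unbound control here. Levels within one genotype are not in the authors' deposited table and were not analysed here.

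**Figure D3:**
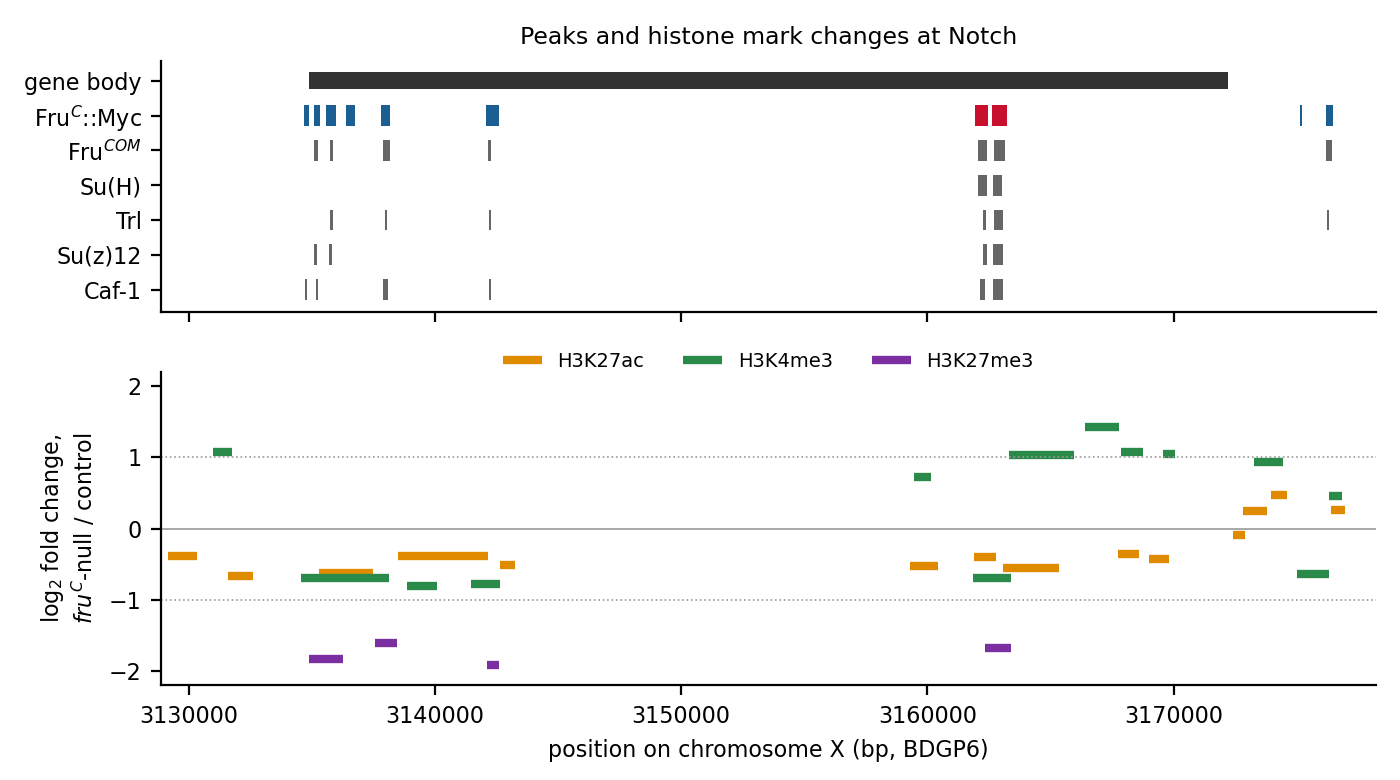
Position along chromosome X (bp, BDGP6) against, at the top, the *Notch* gene body and the peaks of each antibody in control brains (Fru C::Myc at −log10(Q-value) >100 in red and at a score above 100 in blue, others at any Q-value in grey) and, below, the log2 fold change of *fru C*-null over control for each significant region of the authors' deposited table (bars span the regions; dotted lines mark 2-fold). The 4 H3K27me3 bars lie between −1.92 and −1.60.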

To unbiasedly assess H3K27me3 levels at Fru^C^-bound peaks, we compared the distribution of H3K27me3 reads in 500 bp bins throughout the genome versus Fru^C^-bound peaks. The distribution of reads throughout the genome does not appreciably change between *fru^C^*-null brains and control brains (Figure 5F). Consistent with FruC promoting H3K27me3 deposition at regions bound by FruC, there are many more bins that overlapped with Fru^C^-bound peaks containing a reduced number of reads in *fru^C^*-null brains comparing with control brains (Figure 5F). We compared the coverage (reads/bp) of H3K27me3 in Fru^C^-bound peaks to canonically defined Pc domains in neuroblasts, and found that Fru^c^ peaks had 3-fold less coverage of H3K27me3 than canonical Pc domains (Figure 5G). These results indicate that Fru^C^ fine-tunes gene transcription by promoting low levels of H3K27me3 enrichment.

### PRC2 fine-tunes gene expression during asymmetric neuroblast division

PRC2 is thought to be the only enzymatic complex that catalyzes H3K27me3 deposition (Laugesen et al., 2019; Piunti and Shilatifard, 2021). If Fru^C^ functions through low levels of H3K27me3 enrichment to finely tune *Notch*, *dpn,* and *E(spl)mγ* expression in mitotic neuroblasts, PRC2 core components should be enriched in Fru^C^-bound peaks in type II neuroblasts and reducing PRC2 activity should enhance the supernumerary neuroblast phenotype in *numb^hypo^* brains, identical to the result obtained by reducing *fru* function. Suppressor of zeste 12 (Su(z)12) and Chromatin assembly factor 1, p55 subunit (abbreviated as Caf-1) are two of the PRC2 core components. We performed CUT&RUN in control brains to determine whether regions enriched with Su(z)12 and Caf-1 overlap with Fru^C^-bound peaks. 

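Su(z)12 and Caf-1, components of the PRC2 complex that deposits H3K27me3, were profiled in 2 replicates each of 50 control brains. The authors' deposited lists held 3268 and 2261 Su(z)12 peaks and 2748 and 1741 Caf-1 peaks. Peaks of replicate 1 overlapped those of replicate 2 in 54.6% for Su(z)12 and 50.2% for Caf-1, and peaks of replicate 2 overlapped those of replicate 1 in 80.4% and 79.4%. Without a Q-value threshold, they merged to 3616 Su(z)12 regions and 2994 Caf-1 regions after H3K9me3 regions were removed.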

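In the *Notch* intron, both Su(z)12 replicates had peaks inside the strongest Fru C-bound region, from 3162659 to 3163086 in replicate 1 (−log10 Q-value 15.4) and from 3162672 to 3163069 in replicate 2 (13.3), and so did both Caf-1 replicates, from 3162661 to 3163082 (11.4) and from 3162718 to 3163061 (11.5). On the *dpn* promoter, Su(z)12 peaks reached 24.3 in replicate 1 and 13.6 in replicate 2, and Caf-1 peaks reached 5.83 and 7.25. The intergenic Fru C-bound region of *dpn* had a Caf-1 peak in replicate 1, from 8233267 to 8233490 (7.53), and no Su(z)12 peak. The *E(spl)mγ* promoter had Su(z)12 peaks in both replicates (11.5 in each), and no Caf-1 peak was listed within 5000 bp of the gene in either replicate.

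**Figure D4:**
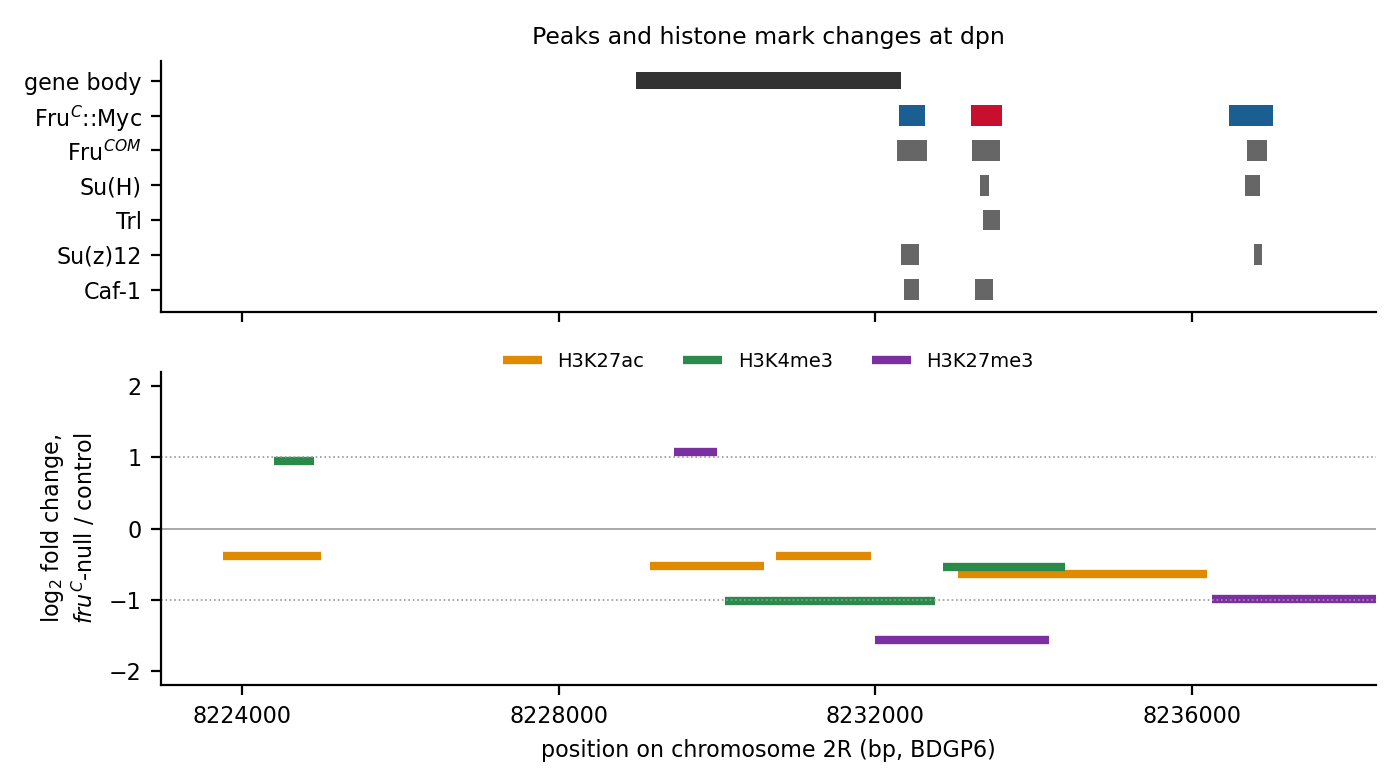
Position along chromosome 2R (bp, BDGP6) against, at the top, the *dpn* gene body and the peaks of each antibody in control brains (Fru C::Myc at −log10(Q-value) >100 in red and at a score above 100 in blue, others at any Q-value in grey) and, below, the log2 fold change of *fru C*-null over control for each significant region of the authors' deposited table (bars span the regions; dotted lines mark 2-fold). The H3K27me3 bar over the promoter lies at −1.56.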

We found that Fru^C^-bound *cis*-regulatory elements in *Notch*, *dpn*, and *E(spl)mγ* display enrichment of Su(z)12 and Caf-1 (Figure 6A). Furthermore, most Fru^C^-bound peaks in genes uniquely transcribed in type II neuroblasts show Su(z)12 and Caf-1 enrichment (Figure 6B). Similarly, most Fru^C^-bound peaks in genes transcribed throughout the type II neuroblast lineage also shows Su(z)12 and Caf-1 enrichment (Figure 6C). These data support our model that Fru^C^ functions through low levels of H3K27me3 enrichment to finely tune gene transcription in type II neuroblasts. 

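Gene classes by lineage expression were not tested here, and the overlap was counted over all Fru C-bound regions. At −log10(Q-value) >100, 1065 of 1221 regions overlapped a Su(z)12 region (87.2%, 95% Wilson interval 85.2 to 89.0%) and 993 a Caf-1 region (81.3%, 79.0 to 83.4%), and 918 overlapped both. Random placements of the Fru C regions gave 1.65 ± 0.361% (SD) for Su(z)12 and 1.36 ± 0.337% for Caf-1 (two-sided permutation test by random placement, p = 0.001 for each, the smallest that 1000 placements can give). Of the 10407 regions at the score threshold, 25.8% overlapped Su(z)12, 20.9% Caf-1 and 14.5% both. Conversely, 93.3% of Su(z)12 regions and 94.7% of Caf-1 regions overlapped Fru C at the score threshold, and 30.9% and 34.6% at −log10(Q-value) >100. Without replicate 1 of Caf-1, the share of the 1221 regions overlapping Caf-1 was 57.5%. The random placements ignored accessible chromatin and no IgG background was used. Their p-values therefore cannot tell PRC2 binding at Fru C sites from open sites cut in any library. The paper states that these data support its model of low-level H3K27me3 enrichment.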

Reducing PRC2 function alone does not lead to supernumerary neuroblast formation but strongly enhances the supernumerary neuroblast phenotype in *numb^hypo^* brains, identical to the results obtained by reducing *fru* function (Figure 6D–G; Figure 4—figure supplement 1A). Thus, reducing PRC2 activity increases activated Notch during asymmetric neuroblast division. These data led us to propose that Fru^C^ functions together with PRC2 to finely tune gene expression in mitotic neuroblasts by promoting low-level enrichment of repressive histone marks in cis-regulatory elements.

**Figure 6.**
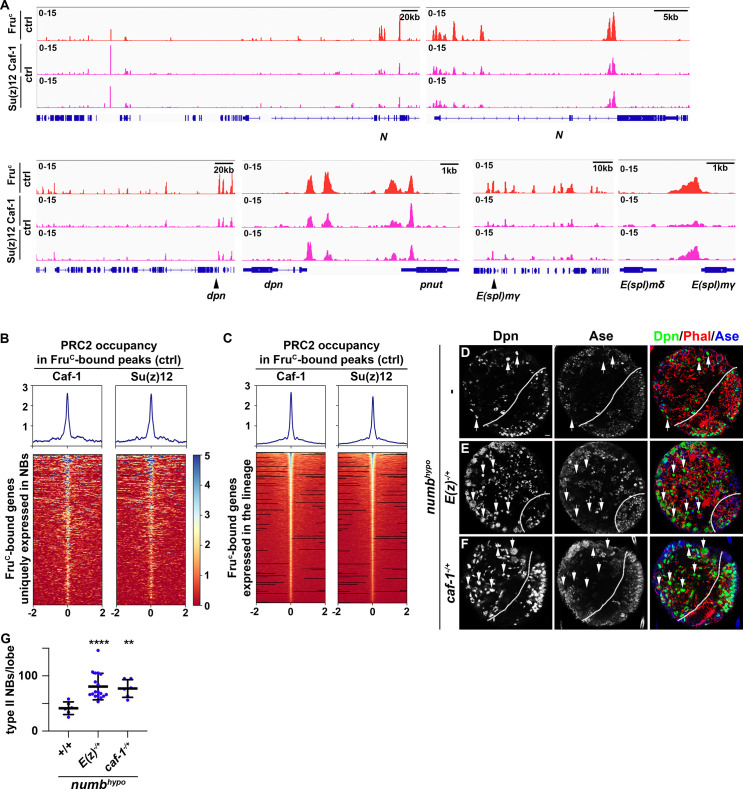
PRC2 subunits bind a high percentage of neuroblast-specific genes. (**A**) Representative z score-normalized genome browser tracks showing regions bound by Fru^C^, Su(z)12, and Caf-1 in type II neuroblasts in control (*brat^11/Df(2L)Exel8040^*) brains. Left: Zoomed-out images of the loci. Right: Zoomed-in images showing enrichment of PRC2 subunits in Fru^C^-bound regions. (**B–C**) Heatmaps are centered on Fru^c^ summits with 2 kb flanking regions in genes uniquely transcribed in type II neuroblasts in control brains and ordered by average signal intensity of Caf-1 and Su(z)12. Heatmap intensity is calculated from z score-normalized tracks. (**D–F**) The heterozygosity of E(z) (*E(z)^731/+^*) or Caf-1 (*Caf-1^short/+^*) enhances the supernumerary neuroblast phenotype in *numb^hypo^* (*numb^ex112/15^*) brains. (**G**) Quantification of total type II neuroblasts per brain lobe in *numb^hypo^* (*numb^ex112/15^*) brain alone or heterozygous for *E(z*) (*E(z)^731/+^*) or *Caf-1* (*Caf-1^short/+^*).Scale bars: 10 μm.

## Discussion

Regulation of gene expression requires transcription factors and their associated chromatin-modifying activity, and a lack of insights into relevant transcription factors has precluded mechanistic investigations of gene expression by fine-tuning. By taking advantage of the well-established cell type hierarchy and sensitized genetic backgrounds in the type II neuroblast lineage, we demonstrated Fru^C^ fine-tunes gene expression in neuroblasts. By focusing on the Notch signaling pathway in type II neuroblasts, we have been able to define generalizable mechanisms by which Fru^C^ finely tunes gene expression levels using loss- and gain-of-function analyses. Our data indicate that Fru^C^ likely functions together with PRC2 to dampen the expression of specific genes in mitotic neuroblasts by promoting low levels of H3K27me3 enrichment at their enhancers and promoters (Figure 7). We propose that local low-level enrichment of repressive histone marks can act to fine-tune gene expression.

**Figure 7.**
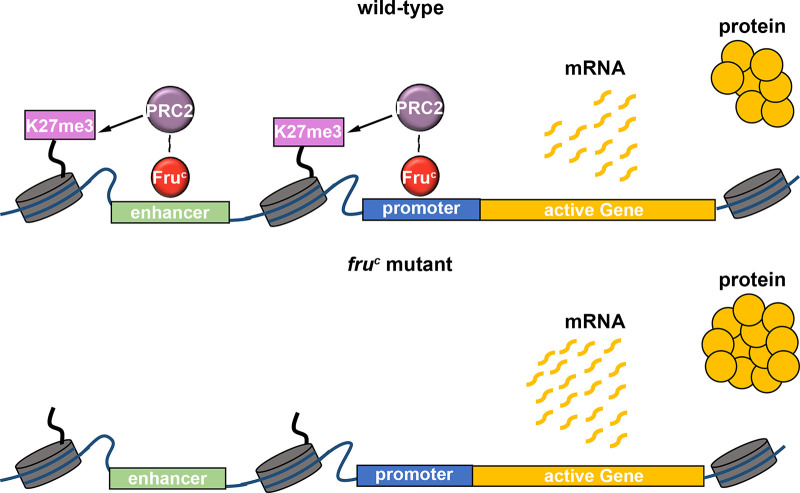
Fru^C^ likely functions together with PRC2 to dampen the expression of stemness genes by promoting low levels of H3K27me3 at their *cis*-regulatory elements. Loss of *fru^C^* functions leads to reduced repressive histone marks and increased stemness gene expression in neuroblasts.

### Fru is a multifaceted transcriptional regulator of gene expression

Fru protein isoforms have been detected in many cell types in flies (Ito et al., 1996; Ryner et al., 1996; Djiane et al., 2013; Michki et al., 2021; Zhou et al., 2021; Dillon et al., 2022; Xu et al., 2022). The role of Fru in stem cell differentiation remained undefined. Studies linking Fru isoform-specific DNA-binding across the genome with Fru function have been confounded by multiple issues. These include the co-expression of multiple isoforms with different binding specificities within the same cell types, as well as the heterogeneity and scarcity of cell types which express Fru within the central brain, where male-specific Fru isoforms (Fru^M^) have been most intensely studied (Goodwin and Hobert, 2021). In this study, the identification of Fru^C^ as the sole isoform expressed in type II neuroblasts along with the use of *brat*-null brains, which are highly enrich for these neuroblasts, has enabled the study of Fru^C^ genomic binding in a defined cell type where it is known to be expressed. By using gene activity in the Notch pathway as an in vivo functional readout, we have now been able to link genomic and genetic evidence to identify a clear role for Fru^C^ in negatively regulating the expression of Fru^C^-target genes during asymmetric neuroblast division (Figures 3 and 4). Our data strongly correlate the downregulation of *Notch* and Notch downstream-effector gene activity by Fru^C^ to PRC2-mediated low-level enrichment of H3K27me3 (Figures 5 and 6). This mechanistic correlation appears to be broadly applicable to genes that promote stemness or prime differentiation in neuroblasts (Figure 3D and E). These data led us to propose a model in which Fru^C^ functions together with PRC2 to fine-tune the expression of genes by promoting low-level enrichment of H3K27me3 at their *cis*-regulatory elements. Transcriptomic analyses have revealed that *fru* transcripts are enriched in fly renal stem cells in which Notch signaling plays an important role in regulating their stemness (Xu et al., 2022). We speculate that the mechanisms we have described in this study might be applicable to the regulation of gene expression in the renal stem cell lineage. It will also be interesting to investigate whether the male-specific Fru^MC^ isoform, having the same DNA-binding specificity, utilizes a similar mechanism to regulate the multitude of developmental programs throughout the brain that contribute to a sexually dimorphic nervous system.

### Mechanisms that fine-tune gene transcription

What mechanisms allow transcriptional factors to promote inactivation of gene transcription vs. the fine-tuning of their expression? In the type II neuroblast lineage, transcription factors Erm and Hamlet (Ham) function together with histone deacetylases to sequentially inactivate type II neuroblast functionality genes including *tll* and *pointed* during INP commitment (Weng et al., 2010; Zhu et al., 2011; Eroglu et al., 2014; Janssens et al., 2014; Koe et al., 2014; Xie et al., 2016; Hakes and Brand, 2020; Rives-Quinto et al., 2020). In *erm-* or *ham*-null brains, Notch reactivation ectopically activates type II neuroblast functionality gene expression in INPs, driving their reversion into supernumerary neuroblasts. Importantly, mis-expressing either gene overrides activated Notch activity in neuroblasts, and drives them to prematurely differentiate into neurons. Thus, Erm- and Ham-associated histone deacetylation can robustly counteract activity of the Notch transcriptional activator complex and inactivate Notch downstream-effector gene transcription. In contrast to Erm and Ham, Fru^C^ appears to reduce activity of the Notch transcriptional activator complex instead. Loss of *fru^C^* function modestly increases Notch activity in mitotic type II neuroblasts leading to moderately higher levels of Notch activity and Notch downstream-effector gene expression in immature INPs (Figure 4A and E). Ectopic Notch activity in immature INPs due to loss of *fru^C^* function can be efficiently buffered by the multilayered gene control mechanism and does not perturb the onset of INP commitment (Figure 2F–I). Furthermore, neuroblasts continually overexpressing Fru^C^ for 72 hours maintained their identities, despite displaying a reduced cell diameter and expressing markers that are typically diagnostic of Ase^+^ immature INPs (Figure 2J–L). These results suggest that Fru^C^ dampens rather than overrides activated Notch activity and are consistent with the findings that Fru^C^-bound regions displaying little changes in histone acetylation levels between *fru^C^*-null and control neuroblasts (Figure 4—figure supplement 1C–D). Thus, transcriptional repressors that inactivate gene transcription render the activity of transcriptional activators ineffective, whereas transcriptional repressors that fine-tune gene expression dampen their activity.

A key follow-up question on a proposed role for Fru^C^ in fine-tuning gene expression in neuroblasts is the mechanistic link between this transcriptional repressor and the dampening of gene transcription. A previous study suggested that Fru functions through Heterochromatin protein 1a (Hp1a) to promote gene repression during the specification of sexually dimorphic neurons (Ito et al., 2012). Hp1a catalyzes deposition of the H3K9me3 mark (Eissenberg and Elgin, 2014). Fru^C^-bound genes in neuroblasts display undetectable levels of H3K9me3, and knocking down *hp1a* function did not enhance the supernumerary neuroblast phenotype in *numb^hypo^* brains (data not presented). Thus, it is unlikely that Fru^C^ finely tunes gene transcription by promoting H3K9me3 enrichment. 

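H3K9me3 was profiled in 2 replicates of 25 control brains, which the authors deposited as 1 peak list of 17154 peaks. Of these, 21 had −log10(Q-value) >100 and 7564 a score above 100, and merged within 3000 bp they made 17 regions (117 kb) and 2489 regions (11711 kb). At −log10(Q-value) >100, 11 of 1232 merged Fru C::Myc regions overlapped an H3K9me3 region before removal (0.893%, 95% Wilson interval 0.499 to 1.59%), against 0.0919 ± 0.0870% (SD) for random placements (two-sided permutation test by random placement, p = 0.001, the smallest that 1000 placements can give). With the score threshold 1015 of 11422 did (8.89%), within the range of random placements (9.02 ± 0.264%, permutation test, p = 0.610). Of the 52 replicate 2 peaks with −log10(Q-value) >100, which were mostly shared with the other antibodies, 17.3% overlapped an H3K9me3 region past that threshold. The excess at −log10(Q-value) >100 may thus come from sequences that give high signal in any library. No H3K9me3 region of the score threshold covered the windows of *Notch*, *dpn*, *E(spl)mγ* or *klu*, and such regions covered 10.9% of the window of *tll*.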

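At −log10(Q-value) >100, 71 of 748 Fru C-bound significant regions of the authors' deposited table gained more than 2-fold H3K27ac, 9.49% by number. The score threshold gave 256 of 5366 in the authors' deposited table.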

A small subset of FruC-bound peaks showed increased enrichment of H3K27ac in neuroblasts in *fru^C^*-null brains compared with control brains (Figure 4—figure supplement 1D). However, Fru^C^ overexpression mildly reduces activity of the Notch transcriptional activator complex in neuroblasts (Figure 2J–L). Thus, histone deacetylation appears to play a minor role in Fru^C^-mediated fine-tuning of gene expression in neuroblasts. 

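Counted over the 3937 regions of the authors' deposited table where H3K27me3 fell more than 2-fold, 522 were bound by Fru C at −log10(Q-value) >100 (13.3%, 95% Wilson interval 12.2 to 14.4%). The score threshold gave 2461 bound regions of the authors' deposited table (62.5%, 61.0 to 64.0%). Among the 11649 significant falls of any size in the authors' deposited table, 813 were bound at −log10(Q-value) >100 (6.98%, 6.53 to 7.46%) and 3597 at the score threshold (30.9%, 30.0 to 31.7%). Rotated Fru C regions overlapped 1.37 ± 0.195% (SD) and 8.96 ± 0.516% of the falls of more than 2-fold in the authors' deposited table (two-sided circular shift test, p = 0.001 for each, the smallest that 1000 rotations can give).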

Most peaks that displayed statistically significantly reduced H3K27me3 levels in *fru^C^*-null neuroblasts compared with control neuroblasts are bound by Fru^C^ (Figure 5E). Many Fru^C^-bound peaks displayed the enrichment of PRC2 subunits, Su(z)12 and Caf-1, and reduced PRC2 function enhanced the supernumerary neuroblast phenotype in *numb^hypo^* brains (Figure 6D–G; Figure 5—figure supplement 1A). These results strongly suggest a model in which low-level enrichment of H3K27me3 in cis-regulatory elements of Fru^C^-bound genes fine-tunes their expression in neuroblasts (Figure 7).

### PRC2 fine-tunes gene transcription during developmental transitions

A counterintuitive finding from this study is the role for PRC2 and low levels of H3K27me3 enrichment in fine-tuning active gene transcription in type II neuroblasts. PRC2 is thought to be the only complex that deposits the H3K27me3 repressive histone mark and functions to repress gene transcription (Laugesen et al., 2019; Morgan and Shilatifard, 2020; Piunti and Shilatifard, 2021). PRC2 subunits and H3K27me3 are enriched in many active genes in various cell types, including embryonic stem cells and quiescent B cells in mice and human differentiating erythroid cells (Brookes et al., 2012; Frangini et al., 2013; Kaneko et al., 2013; Morey et al., 2013; Xu et al., 2015; Giner-Laguarda and Vidal, 2020; Ochiai et al., 2020). However, the functional significance of their occupancies in active gene loci in vertebrate cells remains unclear due to a lack of sensitized functional readouts and a lack of insight regarding transcription factors for their recruitment. Several similarities exist between these vertebrate cell types and fly type II neuroblasts. First, both vertebrate and fly cells are poised to undergo a cell-state transition. Second, the pattern of PRC2 subunit occupancy in cis-regulatory elements of active vertebrate and fly genes appears as discrete peaks that are also enriched with low levels of H3K27me3. Building on the functional evidence collected in vivo, we propose that Fru^C^ functions together with PRC2 to fine-tune the expression of genes that promote stemness or prime differentiation by promoting low-level enrichment of H3K27me3 in their *cis*-regulatory elements in type II neuroblasts (Figure 7). Thus, PRC2-mediated low-level enrichment of H3K27me3 we have described in this study should be broadly applicable to the fine-tuned gene activity attained by dampening transcription during binary cell fate specification and cell-state transitions in vertebrates.

An important question arising from our proposed model relates to how Fru^C^ functions together with PRC2 to dampen gene transcription in neuroblasts. Studies in vertebrates have shown that loss of PRC2 activity mildly increases gene transcription levels, suggesting that PRC2 likely dampens gene transcription (Morey et al., 2013; Pherson et al., 2017). A separate study suggested a possible link between PRC2 and transcriptional bursts (Ochiai et al., 2020). The transcriptional activator complex binding to promoters affects burst sizes, whereas their binding to enhancers control burst frequencies (Larsson et al., 2019). The dwell time of the transcriptional activator complex bound to *cis*-regulatory elements directly affects the frequency, duration, and amplitude of transcriptional bursts. For example, chromatin immunoprecipitation and live-cell imaging of fly embryos have suggested that the Su(H) occupancy time at *cis*-regulatory elements of Notch downstream-effector genes increases upon Notch activation (Gomez-Lamarca et al., 2018). Our genomic data indicate that Su(H)-bound regions in *Notch* and Notch downstream-effector genes that promote stemness in neuroblasts are bound by Fru^C^ and are enriched for low levels of H3K27me3 and PRC2 subunits (Figures 3F–G–5A, 6A). These observations suggest that Fru^C^ and PRC2 might fine-tune expression of Notch pathway components by modulating transcriptional bursts in these loci. Examining levels of Su(H) enrichment at Fru^C^-bound peaks in Notch pathway component loci in *fru^C^*-null neuroblasts relative to control neuroblasts will enable the testing of this model.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*D. melanogaster*)	*P{GawB}numb^NP2301^*	Kyoto *Drosophila* Stock Center	104153	
Genetic reagent (*D. melanogaster*)	*numb^ex115^*	This study		see "Fly genetics and transgenes" in Material and Methods
Genetic reagent (*D. melanogaster*)	*fru^A^::Myc*	von Philipsborn et al., 2014		
Genetic reagent (*D. melanogaster*)	*fru^B^::Myc*	von Philipsborn et al., 2014		
Genetic reagent (*D. melanogaster*)	*fru^C^::Myc*	von Philipsborn et al., 2014		
Genetic reagent (*D. melanogaster*)	*brat^11^*	Arama et al., 2000	stock #: 97265	
Genetic reagent (*D. melanogaster*)	*brat^DG19310^*	Xiao et al., 2012		
Genetic reagent (*D. melanogaster*)	*Df(2 L)Exel8040*	Bloomington *Drosophila* Stock Center	stock #: 7847	
Genetic reagent (*D. melanogaster*)	*numb^15^*	Berdnik et al., 2002		
Genetic reagent (*D. melanogaster*)	*fru^sat15^*	Ito et al., 1996		
Genetic reagent (*D. melanogaster*)	*fru^AJ96u3^*	Song et al., 2002		
Genetic reagent (*D. melanogaster*)	*fru^ΔA^*	Neville et al., 2014		
Genetic reagent (*D. melanogaster*)	*fru^ΔB^*	Neville et al., 2014		
Genetic reagent (*D. melanogaster*)	*fru^ΔC^*	Billeter et al., 2006		
Genetic reagent (*D. melanogaster*)	*E(z)^731^*	Anderson et al., 2011		
Genetic reagent (*D. melanogaster*)	*Caf-1^short^*	Anderson et al., 2011		
Genetic reagent (*D. melanogaster*)	*UAS-fru^C^::Myc*	This study		see "Fly genetics and transgenes" in Material and Methods
Genetic reagent (*D. melanogaster*)	*UAS-fru^C^::ERD::Myc*	This study		see "Fly genetics and transgenes" in Material and Methods
Genetic reagent (*D. melanogaster*)	*UAS-dcr2; Wor-Gal4, Ase-Gal80; UAS-Stinger::RFP*	Reichardt et al., 2018		
Genetic reagent (*D. melanogaster*)	*P{GawB}elavC155, P{UAS-mCD8::GFP.L}Ptp4ELL4, P{hsFLP}1*	Bloomington *Drosophila* Stock Center	stock #: 5146	
Genetic reagent (*D. melanogaster*)	*P{GAL4-Act5C(FRT.CD2).P}S*	Bloomington *Drosophila* Stock Center	stock #: 4780	
Genetic reagent (*D. melanogaster*)	y[1] w[*]; P{ry[+t7.2]=neoFRT}82B P{w[+mC]=tubP-GAL80}LL3	Bloomington *Drosophila* Stock Center	stock #: 5135	
Genetic reagent (*D. melanogaster*)	*w[1118]; P{y[+t7.7] w[+mC]=GMR9D11-GAL4}attP2*	Bloomington *Drosophila* Stock Center	stock #: 40731	
Genetic reagent (*D. melanogaster*)	*UAS-E(spl)mγ_RNAi_*	Bloomington *Drosophila* Stock Center	stock #: 25978	
Antibody	anti-GFP (chicken polyclonal)	Aves Labs	Cat# GFP-1010 RRID:AB_2307313	IF (1:2000)
Antibody	anti-Ase (rabbit polyclonal)	Weng et al., 2010		IF (1:400)
Antibody	anti-Fru^COM^ (rabbit polyclonal)	Ito et al., 2012		IF (1:500) CUT-&-RUN (1 μl)
Antibody	anti-Trl (rabbit polyclonal)	Judd et al., 2021		IF (1:500) CUT-&-RUN (1 μl)
Antibody	anti-cMyc (mouse polyclonal)	Sigma	SKU: M4439	IF (1:200)
Antibody	anti-Su(H) (mouse polyclonal)	Santa Cruz	SKU: 398453	IF (1:100),
Antibody	anti-Pros (mouse monoclonal)	Lee et al., 2006a		IF (1:500)
Antibody	anti-dpn (rat monoclonal, ascite)	Weng et al., 2010		IF (1:1000)
Antibody	anti-Mira (rat monoclonal)	Lee et al., 2006a		IF (1:100)
Antibody	anti-cMyc (goat polyclonal)	Abcam	Cat#: ab9132	CUT-&-RUN (1 μl)
Antibody	anti-Caf-1 (rabbit polyclonal)	Tyler et al., 1996		CUT-&-RUN (1 μl)
Antibody	anti-Su(z)12 (rabbit polyclonal)	Loubière et al., 2016		CUT-&-RUN (1 μl)
Antibody	anti-IgG (rabbit polyclonal)	EpiCypher		CUT-&-RUN (1 μl)
Antibody	anti-H3K9me3 (rabbit polyclonal)	Abcam	Cat#: ab8898	CUT-&-RUN (1 μl)
Antibody	anti-H3K4me3 (rabbit polyclonal)	Active Motif	Cat#: 39159	CUT-&-RUN (1 μl)
Antibody	anti-H3K27me3 (rabbit polyclonal)	Sigma Aldrich	Cat#: 07–449	CUT-&-RUN (1 μl)
Antibody	anti-H3K27ac (rabbit polyclonal)	Active Motif	Cat#: 39136	CUT-&-RUN (1 μl)
Chemical compound	Rhodamine Phalloidin	Invitrogen	Cat#: R415	IF (1:100)
Chemical compound	Alexa Fluor Plus 405 Phalloidin	Invitrogen	Cat#: A30104	
Chemical compound	DRAQ5	Abcam	Cat#: ab108410	
Chemical compound	Papain	Millipore Sigma	Cat#: P4762-25MG	
Chemical compound	Collagenase type I	Millipore Sigma	Cat#: SCR103	
Chemical compound	E-64	Millipore Sigma	Cat#: E3132-1MG	
Chemical compound	Fetal Bovine Serum	Millipore Sigma	Cat#: F0926-50ML	
Chemical compound	Schneider’s Media	Millipore Sigma	Cat#: S0146-500ML	
Chemical compound	ProLong Gold Antifade Mountant	Invitrogen	Cat#: P36930	
Chemical compound	ProLong Gold Antifade Mountant with DNA Stain DAPI	Invitrogen	Cat#: P36935	
Chemical compound	Agencourt AMPure XP - 5 mL	Beckman Coulter	Cat#: A63880	
Chemical compound	Sodium butyrate	Sigma Aldrich	Cat#: B5887	
Commercial assay or kit	10x chromium v3 single-cell gene expression kit	10x Genomics	Cat# 1000154	
Commercial assay or kit	B1-labeled HCR RNA-FISH intron probe (*Notch*)	Molecular Instruments, Inc	dm6, chrX: 3159233–3163479	
Commercial assay or kit	B1-labeled HCR RNA-FISH intron probe (*dpn*)	Molecular Instruments, Inc	dm6, chr2R: 8230502–8231599 & 8231694–8231923	
Commercial assay or kit	B1-labeled HCR RNA-FISH intron probe (*klu*)	Molecular Instruments, Inc	dm6, chr3L: 10985072–10996227	
Commercial assay or kit	B1-labeled HCR RNA-FISH intron probe (*CycE*)	Molecular Instruments, Inc	dm6, chr2L: 15731785–15737628	
Commercial assay or kit	HCR RNA-FISH amplifiers	Molecular Instruments, Inc		
Commercial assay or kit	CUTANA ChIC/CUT&RUN Kit	Epicypher	SKU: 14–1048	
Commercial assay or kit	NEBNext Ultra II DNA Library Prep Kit for Illumina	New England Biolabs	Cat#: E7645L	
Commercial assay or kit	NEBNext Multiplex Oligos for Illumina (96 Unique Dual Index Primer Pairs)	New England Biolabs	Cat#: E6440L	
Software, algorithm	Script Files	This Study	GITHUB	
Software, algorithm	Cell Ranger (6.0.1)	10x Genomics	RRID:SCR_017344	
Software, algorithm	Fiji/ImageJ	Schindelin et al., 2012	RRID:SCR_002285 https://fiji.sc/	
Software, algorithm	scanpy scRNA-seq analysis software	Wolf et al., 2018	RRID:SCR_018139	
Software, algorithm	Harmony	Korsunsky et al., 2019		
Software, algorithm	Bioinfokit	Renesh Bedre, 2020, March 5		
Software, algorithm	Matplotlib	https://zenodo.org/badge/ https://doi.org/10.5281/zenodo.592536.svg	RRID:SCR_008624	
Software, algorithm	Seaborn	https://doi.org/10.21105/joss.03021	RRID:SCR_018132	
Software, algorithm	FastQC	Wingett and Andrews, 2018	RRID:SCR_014583	
Software, algorithm	cutadapt	Martin, 2011	RRID: SCR_011841	
Software, algorithm	Samtools	Li et al., 2009	RRID: SCR_002105	
Software, algorithm	MACS2	Zhang et al., 2008	RRID: SCR_013291	
Software, algorithm	CUT-RUNTools-2.0	Yu et al., 2021		
Software, algorithm	bedtools	Quinlan and Hall, 2010	RRID: SCR_008848	
Software, algorithm	HOMER	Heinz et al., 2010	RRID: SCR_010881	
Software, algorithm	deeptools	Ramírez et al., 2016	RRID: SCR_016366	
Software, algorithm	Integrative Genomics Viewer	Robinson et al., 2011	RRID: SCR_011793	
Software, algorithm	GoPeaks	Yashar et al., 2022		
Software, algorithm	SICER	Zang et al., 2009	RRID:SCR_010843	
Software, algorithm	featureCounts	Liao et al., 2014	RRID: SCR_012919	
Software, algorithm	EdgeR	Robinson et al., 2010	RRID: SCR_012802	
Software, algorithm	diffReps	Shen et al., 2013	RRID:SCR_010873	
Software, algorithm	iCisTarget	Imrichová et al., 2015		
Software, algorithm	XSTREME	Grant and Bailey, 2021	RRID:SCR_001783	
Software, algorithm	LAS AF	Leica Microsystems	RRID:SCR_013673	

### Fly genetics and transgenes

Fly crosses were carried out in 6-oz plastic bottles at 25 °C, and eggs were collected in apple caps in 8 hr intervals (4 hr for scRNA-seq). Newly hatched larvae were genotyped by presence or absence of the balancer chromosome *CyO,Act-GFP* and/or *TM6B,Tb* and cultured on caps containing cornmeal *Drosophila* culturing media for 96 hr. For GAL4 based overexpression or knock down experiments, larvae were shifted to 33 °C after eclosion to induce transgene expression via suppression of *tub-Gal80^ts^*.

Larvae for MARCM analyses (Lee and Luo, 2001) were genotyped after eclosion and allowed to grow at 25 °C for 24 hr. Corn meal caps containing larvae were then placed in a 37 °C water bath for 90 min to induce clones. Heat-shocked larvae were allowed to recover and grow at 25 °C for 72 hr prior to dissection.

For CUT&RUN experiments, fly crosses were carried out in 30oz fly condos, and eggs were collected on 10 mm apple caps in 12 hr intervals. Newly hatched larvae were genotyped and cultured on corn meal caps for ~5–6 days.

The following transgenic lines were generated in this study: *UAS-fru^C^::Myc* and *UAS-ERD::fruC^zf^::Myc*. The DNA fragments were cloned into *p{UAST}attB*. The transgenic fly lines were generated via *φC31* integrase-mediated transgenesis (Bischof and Basler, 2008). *numb^EX112^* alleles were generated by imprecise excision of *P{GawB}numb^NP2301^*, which was inserted at a P-element juxtaposed to the transcription start site of the *numb* gene. The excised regions were determined by PCR followed by sequencing.

### Immunofluorescent staining and antibodies

Larvae brains were dissected in phosphate buffered saline (PBS) and fixed in 100 mM PIPES (pH 6.9), 1 mM EGTA, 0.3% Triton X-100 and 1 mM MgSO_4_ containing 4% formaldehyde for 23 min. Fixed brain samples were washed with PBST containing PBS and 0.3% Triton X-100. After removing fixation solution, samples were incubated with primary antibodies for 3 hrs at room temperature. After 3 hr, samples were washed with PBST and then incubated with secondary antibodies overnight at 4 °C. The next day, samples were washed with PBST and equilibrated in ProLong Gold antifade mount (Thermo Fisher Scientific). Antibodies used in this study include chicken anti-GFP (1:2000; Aves Labs, SKU 1020), rabbit anti-Ase (1:400) (Weng et al., 2010), rabbit anti-Fru^COM^ (1:500; D. Yamamoto), rabbit anti-Trl (1:500; J.T. Lis), mouse anti-cMyc (1:200; Sigma, SKU: M4439), mouse anti-Su(H) (1:100; Santa Cruz, SKU: 398453), mouse anti-Pros (1:500) (Lee et al., 2006c), rat anti-Dpn (1:1000) (Weng et al., 2010), and rat anti-Mira (1:100) (Lee et al., 2006c). Secondary antibodies were from Jackson ImmunoResearch Inc and Thermo Fisher Scientific. We used rhodamine phalloidin or Alexa Fluor Plus 405 phallloidin (ThermoFisher Scientific) to visualize cortical actin. Confocal images were acquired on a Leica SP5 scanning confocal microscope (Leica Microsystems Inc) using a 63 x glycerol immersion objective, as z-stacks with 1.51 µm thickness. Images were taken at 1.5 x zoom for whole lobe, or 3/5 x zoom for single neuroblasts/single clonal lineages.

### Hybridization chain reaction (HCR) and immunofluorescent staining

mRNA signals in the larval brain were developed by performing in situ HCR v3.087. We modified the protocol of in situ HCR v3.0 to combine immunofluorescent staining of the larval brain. Third instar larval brains were dissected in PBS and fixed in 100 mM PIPES (pH 6.9), 1 mM EGTA, 0.3% Triton X-100 and 1 mM MgSO_4_ containing 4% formaldehyde for 23 min. Fixed brain samples were washed with PBST containing PBS and 0.3% Triton X-100. After removing fix solution, samples were pre-hybridized with hybridization buffer (10% formamide, 5×SSC, 0.3% Triton X-100 and 10% dextran sulfate) at 37 °C for 1 hr. Prehybridized samples were mixed with 5 nM Sp-1 mRNA HCR probe (Molecular Instruments, Los Angeles, CA) and incubated at 37 °C overnight. After hybridization, samples were washed with washing buffer (10% formamide, 5×SSC, 0.3% Triton X-100) and then incubated with amplification buffer (5×SSC, 0.3% Triton X-100 and 10% dextran sulfate) at 25 °C for 30 min. During washing period, imager hairpins (Molecular Instruments, Los Angeles, CA) were denatured at 95 °C for 2 mins. Once samples were equilibrated in amplification buffer, samples were mixed with 3 µM of denatured imager hairpins and incubated at 25 °C for overnight. The next day, samples were washed with PBST and then re fixed in 100 mM PIPES (pH = 6.9), 1 mM EGTA, 0.3% Triton X-100 and 1 mM MgSO_4_ containing 4% formaldehyde for 15 min to initiate immunofluorescent staining procedures.

### Quantification and statistical analyses

All biological replicates were independently collected and processed. The observers were blind to the genotypes. All brain samples, except those damaged during processing, will be included in data analyses. Only one brain lobe per brain was imaged to ensure measurement biological variability. Cell types were counted by the imager taker based on the presence of expected markers and cell size (NB:>7 µm diameter; type II NB: Dpn^+^,Ase^-^; GMC: Pros^+^,Ase^+^) for cells that were outside of the optic lobe region (identified by morphology). All statistical analyses were performed using a two-tailed Student’s t-test, and p-values <0.05, <0.005, <0.0005, and <0.00005 are indicated by (*), (**), (***) and (****), respectively in figures. GraphPad Prism was used to generate dot-plots.

For newborn immature INP identification, Dpn protein was used to identify the type II neuroblast and Mira was used to identify the newly born immature INP nucleus. Pixel intensities of the proteins of interest were measured in the nucleus of the type II neuroblast and corresponding newly born immature INP using ImageJ software. The relative pixel intensity of the protein of interest in the immature INP was taken in relation to the pixel intensity in the type II neuroblast. All biological replicates were independently collected and processed.

For smFISH data quantification, brain lobes were stained for DAPI using ProLong Gold antifade mount with DAPI (ThermoFisher Scientific). The top 8 most dorsal neuroblasts were selected from individual brain lobes from distinct brains by cell size and morphology. Fluroescent smFISH foci which overlapped with the nuclear DAPI stain were counted if they were larger than 3 µm in diameter in the z-axis direction (persist for more than 2 slices).

### scRNA-seq of the type II neuroblast lineage

*UAS-dcr2; Wor-gal4, Ase-gal80; UAS-RFP::stinger* larval brains (n=50) were dissected 96 hr after larval hatching in ice cold Rinaldini’s solution during a 45 min interval. Dissected brains were transferred to Eppendorf tubes containing 30 µL of Rinaldini’s solution. A total of 10 µL of 20 mg/mL papain, 10 µL of 20 mg/mL type-1 collagenase, and 1 µL of 15 µM ZnCl was added to the tube. Additional Rinaldini’s solution was added to adjust the final volume to be 100 µL. The tube was mixed gently by flicking, and them incubated on a heat block at 37 °C for 1 hr, while covered with aluminum foil. During this incubation, the tube was flicked for mixing every 10 min.

After the 1 hr incubation, 5 µL of 100 µM E-64 was added to stop the papain digestion. Samples were incubated on ice for 2 min, and then centrifuged for 3 min at 500 *g*. Supernatant was carefully removed, and chemical dissociated brains were resuspended in 100 µL Schneider’s media with 10% fetal bovine serum (FBS). Mechanical dissociation was performed by setting a P100 pipette to 70 µL and titrating 30 times at a frequency of ~1 Hz. After titration, cells were diluted with 400 µL Schneider’s media with 10% FBS, bringing the total volume to 500 µL. A total of 1 µL of DRAQ5 DNA stain (Thermo Fisher Scientific) was added to label cells apart from debris.

A Sony MA900 FACS machine was used to select for RFP+, DRAQ5 + cells. Cells were sorted into a 1.5 mL Eppendorf tube prefilled with 100 µL of Schneider’s media with 10% FBS. Approximately 30,000 RFP^+^, DRAQ5 events were sorted. Cells were transported on ice to the University of Michigan’s Advanced Genomics Core and were loaded for 10x Chromium V3 sequencing following the manufacturer’s instructions.

The mRNA was subsequently reverse-transcribed, amplified, and sequenced on an IlluminaNovaSeq-6000 chip (University of Michigan Advanced Genomics Core). Then, 151 bp paired-end sequencing was performed, with a target of 100,000 reads/cell.

### Data analysis for scRNA-seq

Reads were mapped using Cell Ranger (6.0.1) to the *Drosophila* genome assembly provided by ENSEMBL, build BDGP6.32, with DsRed (Genbank: AY490568) added to the genome.

Downstream scRNA-seq analyses was performed using SCANPY (Wolf et al., 2018). Count matrices were concatenated between our dataset and previously published previously published scRNA-seq data generated from INPs and downstream progeny of the type II lineage (Michki et al., 2021). The top 2,000 highly variable genes were identified, and then principal component analysis was performed using these highly variable genes with 50 components. The dataset was then harmonized using Harmony (Korsunsky et al., 2019), and completed in four iterations. Neighborhood identification was computed with k=20, and then UMAP (Becht et al., 2018) was performed using a spectral embedding of the graph. Finally, clusters were identified using the Leiden algorithm (Traag et al., 2019), with a resolution of 1. Cell-type annotation was performed by further clustering of clusters 1 and 14, and labeling was performed based on known marker genes.

Pseudotime analysis was performed by calculating the diffusion pseudotime (Haghverdi et al., 2016) trajectory implementation in SCANPY, using an initial root cell selected as *dpn^+^*, *pnt^+^*, *DsRed^+^* and visually based on UMAP (ID: ‘CATTCTAAGCAACTTC-1-0’).

Differential expression analysis for genes between neuroblasts and immature INPs was completed by separating cluster 14 using Leiden with a resolution of 0.3. SCANPY’s rank_gene_groups was used with method=‘t-test-overestim_var’ to determine log-fold changes and adjusted p-values of expressed genes. Differentially expressed genes were defined as having |Fold Change|>2 and adjusted -value <0.05, and invariant genes were defined as having |Fold Change|<2. Bioinfokit (Renesh Bedre, 2020, March 5) was used to generate the volcano plot figure.

### CUT&RUN on neuroblast-enriched brains

*brat^11/Df^; fru^C^::Myc* (control) or *brat^11/Df^; fru^ΔC/Aj96u3^* (*fru^ΔC/-^*) larval brains were dissected in 45 min time windows in PBS and transferred to 0.5 mL Eppendorf tubes. Dissected brains were then collected at the bottom of the tube, and supernatant was removed. CUTANA ChIC/CUT&RUN (Epicypher) was performed per the manufacturer’s protocol, with modifications. Brains were resuspended in 100 µL wash buffer, and then homogenized by ~30–50 passes of a Dounce homogenizer. Homogenized samples were transferred to a 1.5 mL Eppendorf tube, and then the cells were pelleted by centrifugation (600 g for 3 min). Next, then pellets were processed using the CUT&RUN kit. A total of 0.5 ng of antibody was used per sample, (or 0.5 µL if antibody concentration was unknown). A total of 0.5 ng of *Escherichia coli* spike-in DNA was added into each sample as a spike-in control.

For control brains, antibodies used were goat anti-cMyc (Abcam, ab9132), mouse anti-Su(H), rabbit anti-Trl, rabbit anti-Caf-1 (Gift from J. Kadonaga, Tyler et al., 1996), rabbit anti-Su(z)12 (Gift from G. Cavalli, Loubière et al., 2016), rabbit anti-IgG (Epicypher), and rabbit anti-H3K9me3 (Abcam, ab8898). For both control and *fru^-/-^* brains, antibodies used were rabbit anti-H3K4me3 (Active Motif: 39159), rabbit anti-H3K27me3 (Sigma Aldrich, 07–449), and rabbit anti-H3K27ac (Active Motif: 39136). A total of 50 brains were collected for transcription factor samples and 25 brains were collected for histone mark samples. All samples were performed in duplicate. Samples targeting acetylation had 100 mM of sodium butyrate (Sigma Aldrich) added to all buffers. Samples using mouse antibodies underwent an additional antibody incubation step, where samples were washed 2 x with cell permeabilization buffer after primary antibody incubation, and then were incubated for 1 hr with 0.5 ng of rabbit anti-mouse IgG (Abcam, ab46540).

Fragmented DNA was diluted to 50 µL in 0.1 x TE and library prepped using the NEBNext Ultra II DNA Library Prep Kit for Illumina (E7645) with NEBNext Multiplex Oligos for Illumina (E6440) per the manufacturer’s protocol with modifications. The adaptor was diluted 1:25, and bead clean-up steps were performed using 1.1 x AMPure Beads without size selection. The PCR cycle was modified to match specifications provided by the CUTANA ChIC/CUT&RUN kit. DNA was eluted in 20 µL 0.1 x TE.

DNA samples were assessed for concentration and quality on an Agilent TapeStation. Samples with greater than 1% adaptor underwent an additional round of bead cleanup. Samples that passed quality control were sequenced on an IlluminaNovaSeq-6000 chip (University of Michigan Advanced Genomics Core). Then, 151 bp paired end sequencing was performed, with a target of at least 10,000,000 reads per replicate.

### CUT&RUN data analysis

Read quality was checked using FastQC (Wingett and Andrews, 2018). Reads were trimmed using cutadapt (Martin, 2011), and aligned to BDGP6.32 using bowtie2 (Langmead and Salzberg, 2012) with the flags –local, --very-sensitive, --no-mixed, --no-discordant -dovetail, and -I 10 -X 1000. Samtools (Li et al., 2009) was used to convert file formats and to mark fragments less than 120 bp.

For transcription factor samples, only reads with a fragment size <120 bp were kept for downstream analysis. Peaks were called individually on each replicate by MACS version 2 (Zhang et al., 2008), using parameters specified in CUT&RUNTools2 (Yu et al., 2021), and then merged using bedtools (Quinlan and Hall, 2010). Downstream analyses were carried out with both Fru^c^::Myc and Fru^COM^ peak sets and showed similar results. The data shown in heatmaps use the Fru^c^::Myc peakset. For Fru^c^ peaks, only high confidence peaks (-log_10_(Q-value) >100) were kept for downstream analysis. MACS2 was similarly used to call peaks on H3K9me3 samples, and high confidence peaks (-log_10_(Q-value) >100) were merged using bedtools merge -d 3000. We then blacklisted our transcription factor peak sets against H3K9me3 peaks to remove heterochromatin regions from the downstream analysis. High signal and low mappability regions defined by the ENCODE Blacklist (Amemiya et al., 2019) were also removed using bedtools. A random peak set was generated by calling bedtools shuffle on the Fru^c^::Myc peakset, to generate a background control that covered the same number of regions and same number of bp’s as Fru^c^::Myc peakset but at new randomly determined genomic loci. An additional random peak set was generated using the same method, but starting with Su(H) peaks.

Peak sets were annotated using HOMER (Heinz et al., 2010), which was used to determine the genomic distribution of the transcription factors and genes associated with each peak. Regulatory regions were defined as peaks in either intronic or intergenic regions. Fru^C^ -bound genes were determined as genes that had a Fru^c^::Myc peak annotated as being associated to that gene. These peaks were also classified as immature INP-enriched, invariant, or neuroblast enriched peaks based on their corresponding gene’s classification from our single-cell data. This same process was repeated for the randomized peak sets.

Bigwig files for transcription factors were generated using deeptools (Ramírez et al., 2016) bamCoverage with flags --ignoreDuplicates --maxFragmentLength 120 --normalizeUsing RPKM. Correlation between Fru^c^::Myc and Fru^COM^ was calculated using deeptools mutiBigWigSummary with default parameters. Correlation was plotted on log-log axes using deeptools plotCorrelation with the flag --log1p and otherwise default parameters. Bigwig tracks were visualized using the Integrative Genomics Viewer (IGV) (Robinson et al., 2011). For data visualization, z score-normalized bigwigs were generated by subtracting the mean read coverage (counts) from the merged replicate read counts in 10 bp bins across the entire genome and dividing by the standard deviation (Larson et al., 2021). Heatmaps for Fru^c^::Myc signal at open chromatin regions, Su(H) peaks, and Trl peaks were generated using deeptools. Heatmaps for Su(z)12 and Caf-1 were generated at Fru^c^ peaks which are associated with neuroblast enriched genes and for all Fru^c^ peaks.

TMM (Trimmed Mean of M-Values) normalization was performed on histone mark samples to accurately account for differences in library composition and sequencing depth. First, peaks were called on control samples against IgG using GoPeaks (Yashar et al., 2022). featureCounts (Liao et al., 2014) was then used to count reads from each replicate inside the peaks for each histone mark across control and *fru^-/-^* samples. EdgeR (Robinson et al., 2010) calcNormFactors (method = TMM) was called on each histone mark count matrix, and the final normalization factor was calculated as 1,000,000/(normFactor * number of reads in peaks). Bigwig files were generated for individual replicates by using deeptools bamcoverage on aligned bam files with the --scaleFactor equal to the final normalization factor that was calculated. Bigwigs were then merged using deeptools bigWigCompare, and z score bigwig files for histone marks were generated and visualized in IGV. Heatmaps for H3K27me3 between control (*brat^-/-^*) and (*brat^-/-^; fru^ΔC/-^*) were generated at Fru^c^ peaks which are associated with neuroblast enriched genes and for all Fru^c^ peaks.

Differential enrichment for each histone marks between control (*brat^-/-^*) and (*brat^-/-^; fru^ΔC/-^*) was performed using diffReps (Shen et al., 2013) with a 500 bp sliding window and otherwise default parameters. Bins which overlapped with Fru^c^::Myc peaks were marked as Fru^c^ bound. Volcano plots showing -Log_10_(pval-adj) vs Log_2_FoldChange were visualized using bioinfokit (Renesh Bedre*,* 2020).

Bash code was used to generate a bed file which covered the genome in 500 bP bins. These bins were intersected with bedtools to determine bins that were bound or unbound by Fru^c^::Myc peaks. H3K27me3 bam files from control and *fru^ΔC/-^* were subset using bash and samtools to contain 10 million fragments each. Reads in Fru bound or unbound bins were then counted using bedtools multicov on the subset bam files. Density plots of reads / bin were visualized in Python using matplotlib and seaborn (https://doi.org/10.21105/joss.03021).

For H3K27me3 control data, canonical Polycomb domains were called using SICER (Zang et al., 2009) with parameters -w 500 f 0 -egf 0.7 g 2000 based on a previous study of Polycomb domains (Brown et al., 2018). Peaks that had a score higher than 500 from SICER, and were larger than 3 k-bp were kept, and merged across peaks within 10 k-bp and between replicates. Bedtools was used to determine Fru^c^::Myc peaks outside of Polycomb domains. Finalized regions were quantified by counting number of reads from H3K27me3 control brains in respective regions using featureCounts. Afterwards, reads in each region were normalized by region length, and average number of reads was calculated across replicates.

### Motif analyses

Motifs were searched for within +/-100 b p of Fru^COM^ for *Drosophila* position weight matricies (PWMs) using iCisTarget (Imrichová et al., 2015) with default parameters. Analyses were run using all Fru^COM^ peaks, or only Fru^COM^ peaks associated with promoters or regulatory regions, and the top motif was selected for further analysis. The top motif found using all peaks and using regulatory peaks was the same. The normalized enrichment score NES, [AUC-µ]/σ was recorded for the motifs. Motif PWMs were obtained and motif locations in the genome were calculated using HOMER scanMotifGenomeWide with a log odd detection threshold of 8. Fru^COM^ and random peaks were extended by +/-200 bp and the percent of peaks containing motifs was calculated. De novo motif searching was attempted using XSTREME (Grant and Bailey, 2021) and HOMER, but no motifs were confidently identified.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE218257. All quantifications are provided in Supplementary File 1. All analysis code used has been deposited in GitHub (copy archived at Rajan et al., 2023). The following dataset was generated: RajanA AnheziniL Rives-QuintoN ChhabraJY NevilleMC LarsonED GoodwinSF HarrisonMM LeeCY 2023Low-level repressive histone marks fine-tune stemness gene transcription in neural stem cellsNCBI Gene Expression OmnibusGSE21825710.7554/eLife.86127PMC1034442637314324 The following previously published datasets were used: MichkiNS LiY SanjasazK ZhaoY ShenF WalkerLA CaoW LeeC CaiD 2021The molecular landscape of neural differentiation in the developing *Drosophila* brain revealed by targeted scRNA-seq and multi-informatic analysisNCBI Gene Expression OmnibusGSE15372310.1016/j.celrep.2021.109039PMC813928733909998 LarsonED KomoriH GibsonTJ OstgaardCM HammDC SchnellJM LeeC HarrisonMM 2021Cell-type-specific chromatin occupancy by the pioneer factor Zelda drives key developmental transitions in *Drosophila*NCBI Gene Expression OmnibusGSE15093110.1038/s41467-021-27506-yPMC866081034887421

# Supplementary material for: Low-level repressive histone marks fine-tune gene transcription in neural stem cells
**Source:** eLife. 2023 Jun 14;12:e86127. doi: 10.7554/eLife.86127
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | *numb^ex115^* (Figure 4C-E; Figure 4-figure supplement 1F-L)  *UAS-fru^C^::Myc* (Figure 2N-P)  *UAS-fru^C^::ERD::Myc* (Figure 2N-P) |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Key Resource Table |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | X |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | X |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | *Drosophila melanogaster*  (Key Resource Table) |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | X |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | X |
| Microbes: provide species and strain, unique accession number if available, and source. |  | X |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | X |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | X |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | X |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Supplemental Table 1 |  |
| Randomisation |  | X |
| Blinding | Quantification and statistical analyses |  |
| Inclusion/exclusion criteria | Quantification and statistical analyses |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Supplemental Table 1 |  |
| Define whether data describe technical or biological replicates. | biological replicates |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | X |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | X |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | X |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | X |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | X |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Quantification and statistical analyses |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | All raw sequencing data generated in this study along with processed data has been deposited in NIH GEO (accession #: GSE218257). |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | All raw sequencing data generated in this study along with processed data has been deposited in NIH GEO (accession #: GSE218257). |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | GSE153723 |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Scripts to reproduce the analyses and figures produced in this study are available at: <https://github.com/Cheng-Yu-Lee-Lab/Rajan-et-al-2023/> |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Scripts to reproduce the analyses and figures produced in this study are available at: <https://github.com/Cheng-Yu-Lee-Lab/Rajan-et-al-2023/> |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | X |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | X |

How the deposited data were processed for this re-analysis (not part of the article)

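CUT&RUN was performed by the authors on brains of third-instar *brat*-null larvae. Control brains were profiled with antibodies against Myc (on Fru C::Myc), Fru COM, Su(H), Trl, Su(z)12 and Caf-1, with 2 replicates each and 50 brains per sample. H3K9me3 was profiled in 2 replicates of 25 control brains, and H3K27ac, H3K4me3 and H3K27me3 in 2 replicates of 25 brains each of control and *fru C*-null brains. With 1 IgG sample, which was not used here, the samples numbered 27, and their conditions and replicates came from the sample labels and the Methods.

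The authors trimmed reads with cutadapt, aligned them to BDGP6 with bowtie2 in local mode, kept fragments shorter than 120 bp for transcription factors and called peaks on each replicate with MACS2. Their peak lists give 4 kinds of value for each peak: a score, a fold enrichment at the summit, a −log10 P-value and a −log10 Q-value, as MACS2 wrote them for the authors. The deposited score was 10 times the −log10 Q-value without its decimals in 99.96% of peaks. H3K9me3 was deposited as 1 list, and whether its replicates were pooled before or after calling is not stated in the paper's text. For the other histone marks the authors ran diffReps with a 500 bp sliding window on *fru C*-null against control, and their deposited tables hold the length, log2 fold change and adjusted p-value of each region. These p-values and log2 values are the authors'; the deposited tables hold no value per sample, so no replicate error could be given. Read totals are in neither kind of file, so the depth per sample is unknown, and the number and Q-values of peaks in a list depend on it. Columns of samples of other series numbered 0.

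Regions were made from the peaks as the Methods describe: Fru C::Myc and Fru COM peaks with −log10(Q-value) >100 were merged over the replicates, peaks of the other antibodies were merged as deposited, and regions overlapping H3K9me3 peaks with −log10(Q-value) >100, merged within 3000 bp, were removed. The ENCODE blacklist was not used here. Region centres were annotated in the manner of HOMER on Ensembl release 115 of BDGP6, with promoters from 1000 bp upstream to 100 bp downstream of a transcription start site. Overlap required 1 bp. Significant histone regions had an adjusted p-value below 0.05, and changes were counted beyond 2-fold. Shares carry 95% Wilson intervals, which cover counting error only. A permutation test by random placement put the regions 1000 times on the same chromosomes, and a circular shift test rotated the Fru C regions along each chromosome 1000 times. Both are two-sided and give 0.001 as their smallest p. Neither took account of accessible chromatin. Genes were named by a rule: 16 genes, being those the paper names for these tracks, the neighbour *pnut*, *fru*, *CycE*, the lineage genes *erm*, *ase*, *ham* and *pnt*, and the Hox genes *Ubx*, *abd-A*, *Abd-B* and *Antp*, each with 5000 bp on both sides, and for each mark the 3 significant regions with the largest fall and the 3 with the largest rise. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used, and bedtools 2.31.1 for checks.

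Merging and overlap were checked against bedtools on 20000 simulated regions and gave identical results. In simulated data with 30% of regions planted on another set, 30.6% were found overlapping (permutation test, p = 0.001), and without an effect 8 of 200 placement tests had p below 0.05. The shift test found 38.0 percentage points where 40 were planted (permutation by rotation, p = 0.001), and gave p below 0.05 in 0 of 100 runs without an effect. These simulated changes were independent between regions and used the Fru C set of the score threshold. The runs therefore do not show the error rate for changes that cluster along the genome or for the smaller Fru C sets.

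The main settings, the alternatives and the genes were fixed before the data were examined. Alternatives were other −log10 Q-value thresholds (50 and 200), a peak in both replicates, each replicate left out, Fru COM in place of Fru C::Myc, H3K9me3 regions kept, merging before filtering, other promoter limits, 50% coverage in place of 1 bp, an adjusted p-value below 0.01, a 1.5-fold change, shares by number of regions and a denominator of all listed regions. Another 4 alternatives, built on a MACS2 score above 100 for Fru C and H3K9me3 peaks, were added after seeing the data. Signal tracks, accessible chromatin, Polycomb domains and expression classes of genes were not analysed here. The list of genes by lineage expression was held only in part and was not tested.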

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

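The tests of H3K9me3 coverage at the genes named here were chosen after the results were seen.

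The H3K9me3 list had 257 peaks within 5000 bp of *Ubx*, *abd-A*, *Abd-B* and *Antp*, genes that the paper does not discuss for this mark. H3K9me3 regions with a score above 100 covered 84.4% of these windows, against 8.40 ± 8.92% (SD) of random windows of the same widths (two-sided permutation test by random placement, p = 0.001, the smallest that 1000 placements can give). Open chromatin that gives signal in any library was argued against, because such regions covered 0% of the windows of *Notch*, *dpn*, *klu* and *CycE*, where the transcription factor lists have peaks. Of the 12 genes named beforehand other than these Hox genes, 8 had 0% and all together 3.77%, but *erm*, which has transcription factor peaks too, had 47.2% and *tll* 10.9%, so a part of the signal there is not covered by this argument. H3K27me3 carried into the H3K9me3 libraries, by the antibody or otherwise, may explain the 84.4%, but H3K9me3 at these genes would give the same coverage, and no library without the mark was analysed here. No biological explanation was tested.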

How the results depend on the processing

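The alternatives that use a MACS2 score above 100 were chosen after the results were seen, and all others were planned. Of 299 values of 28 results under an alternative, 201 kept their direction and their side of the threshold or stayed within their error, 58 moved, 24 reversed, 13 passed the threshold anew and 3 no longer passed it. Under every such change chosen beforehand that leaves out no replicate, 9 results kept their direction: the overlap of Fru C::Myc with Fru COM, the number of genes, the overlaps of Su(H) and Trl promoters and enhancers with Fru C, and those of Fru C with Su(z)12, Caf-1 and H3K9me3. Except where the alternative's own construction shows it (fewer peaks or samples), the cause was not tested. Of the counts of regions at single genes, 56 of 80 moved by more than 1.5 times.

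The number of Fru C-bound regions, 1221, became 3539 at −log10(Q-value) >50, 188 at >200, 40 with a strong peak in both replicates and 64 with Fru COM peaks. With the score it was 10407, with 10409 for replicate 1 alone and 1997 for replicate 2 alone. With strong peaks in both replicates the excess at promoters was lost (5% of regions against 13.4 ± 5.39% at random, permutation test, p = 0.157). The same held for Fru COM peaks (9.38% against 14.4 ± 4.42%, permutation test, p = 0.288). The deficit in introns and intergenic sequence reversed in both sets, to 82.5% (permutation test, p = 0.013) and 81.2% (permutation test, p = 0.003). The 5951 genes at the score threshold exceeded the random number, whereas the 960 at −log10(Q-value) >100 lay below it. Su(H) regions numbered 355 with a peak in both replicates, 289 at −log10(Q-value) >10 and 376 at the score threshold. Trl regions numbered 634 with a peak in both replicates and 378 at −log10(Q-value) >10. GAGAG was at 28.1% of Fru COM regions within 200 bp, below the random share, at 55.9% of Fru C::Myc regions and at 54.1% at the score threshold. GGTCACAC was at 5.21% of Fru C::Myc promoters and 3.08% at the score threshold, both above random. With the score threshold 8.89% of Fru C peaks overlapped H3K9me3, no longer above the random share.

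By number of regions, the genome-wide shares of the authors' deposited table were 17.2% up and 0.170% down for H3K27ac, 29.4% and 2.37% for H3K4me3, and 4.07% up for H3K27me3. Over all listed regions of the authors' deposited table they were 14.2% and 0.450% for H3K27ac and 5.74% and 18.1% for H3K27me3. At an adjusted p-value below 0.01 they were 27.8% up for H3K4me3 and 7.13% up and 22.4% down for H3K27me3 in the authors' deposited table. Beyond 1.5-fold, the authors' deposited table gave 38.9% and 6.95% for H3K27ac, 52.4% and 30.9% for H3K4me3, and 28.3% and 44.8% for H3K27me3.

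The direction of a bound share is that of its difference from the unbound share, judged against rotated Fru C regions. The Fru C-bound share of H3K27ac length up in the authors' deposited table passed the threshold as lower at −log10(Q-value) >50 (6.72%), by number (9.49%), over all listed regions (9.05%), beyond 1.5-fold (27.4%), and with the score (5.42%, and 4.27% over all listed regions). It reversed at >200 (55.7%), with strong peaks in both replicates (97.2%) and with Fru COM (86.0%) in the authors' deposited table. The bound share of H3K27ac down in the authors' deposited table reversed to 0% in those 3 sets, and to just below the rotated mean with the score (0.867%, and 0.683% over all listed regions). For H3K4me3 up in the authors' deposited table, the bound share no longer passed at >200 (8.36%) and reversed with strong peaks in both replicates (35.1%) and with Fru COM (30.9%). For H3K4me3 down in the authors' deposited table, it reversed at >200 (5.42%) and with strong peaks in both replicates (2.21%), and no longer passed with Fru COM (6.59%). For H3K27me3 up in the authors' deposited table, it passed as lower than with rotated regions at >50 (7.31%), by number (1.32%), beyond 1.5-fold (18.7%) and with the score (7.82%, and 6.56% over all listed regions), and reversed at >200 (20.7%). For H3K27me3 down in the authors' deposited table, it no longer passed at >200 (26.3%) and reversed with strong peaks in both replicates (1.30%) and with Fru COM (13.7%).

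With each replicate left out in turn, Fru C-bound regions numbered from 43 to 1221, with 4.65 to 51.8% at promoters, 39.0 to 83.7% in introns and intergenic sequence and 21 to 960 genes. Without Fru C::Myc replicate 1 the lowest of these numbers of regions and genes was found, so that replicate 1 carries the set. The overlap of Fru C::Myc with Fru COM went from 3.19 to 81.4%, of Su(H) promoters with Fru C from 1.09 to 73.5% and of Su(H) enhancers from 9.35 to 45.5%. Su(H) regions numbered from 469 to 564, and Trl regions from 1128 to 1489, with an overlap for Trl of 0.413 to 46.6% for promoters and 4.25 to 51.8% for enhancers. In the authors' deposited table the bound shares went from 12.5 to 97.2% (H3K27ac up), 0 to 3.05% (H3K27ac down), 4.51 to 35.1% (H3K4me3 up), 2.21 to 13.8% (H3K4me3 down), 1.69 to 8.29% (H3K27me3 up) and 1.30 to 41.7% (H3K27me3 down). The overlap with Su(z)12 went from 70.7 to 100%, with Caf-1 from 57.5 to 100% and with H3K9me3 from 0.893 to 17.3%.

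No paired analysis was possible because the authors' deposited tables hold no values per sample. For the same reason the replicate block planned for the genome-wide shares of the 3 marks was not run. The depth of the libraries is unknown, which limits any reading of the difference in peak number between the Fru C::Myc replicates.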

Differences from the paper's values

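The score threshold, a MACS2 score above 100 for Fru C and H3K9me3 peaks, was chosen after the values were seen. Every other setting named here was set before the data were examined. A gap is called closed here where a value came within 1.5 times of the paper's value, so a difference can remain.

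The paper gives 9301 Fru C-bound regions and 1221 were found. Of the 8 alternatives set before the data were examined, 0 came within 1.5 times. The score threshold, chosen after seeing the values, gave 10407 (10409 with replicate 1 alone). The Methods name the Q-value for this threshold. The paper also gives a Fru C-bound length for each mark. For H3K27ac, H3K4me3 and H3K27me3 the significant bound length was 7755, 12087 and 6165 kb at the score threshold. At −log10(Q-value) >100 it was 1154, 2273 and 1955 kb, further from the paper's lengths for each mark. This argues against −log10(Q-value) >100 as the paper's set, although the lists cannot show which filter the authors used. The other differences that rest on this Fru C set may thus come from the threshold. For Su(H) the paper gives 305 regions against 668; a peak in both replicates (355) and −log10(Q-value) >10 (289) closed the gap, 3 others did not, and the score threshold, chosen after seeing the values, gave 376. The paper's number of genes with a Su(H)-bound region is 112 against 379; no alternative was set for it, and the score threshold, chosen after seeing the values, gave 283, which does not close the gap. The paper's overlap of Su(H)-bound enhancers with Fru C is 90.8% against 43.4%; 0 of 14 alternatives set before the data were examined closed the gap, and the score threshold, chosen after seeing the values, gave 97.9%.

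For Trl-bound promoters overlapping Fru C the paper's value is 85.4% against 39.0%, and for Trl-bound enhancers the paper's value is 87.8% against 44.1%. Of 14 alternatives set before the data were examined, 3 came within 1.5 times for each, all still below the paper's values. They were −log10(Q-value) >50 (66.7% and 71.4%), Trl regions with a peak in both replicates (60.8% and 66.1%) and Trl peaks with −log10(Q-value) >10 (59.3% and 60.1%). The score threshold, chosen after seeing the values, gave 90.4% and 94.0%.

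Of the Fru C-bound length, the paper gives 3.4% with a rise of H3K27ac, and 12.5% was found in the authors' deposited table. None of the 13 alternatives set before the data were examined closed the gap, and neither did the score threshold by itself, whereas the score threshold over all listed regions of the authors' deposited table, chosen after seeing the values, gave 4.27%. For H3K4me3 the paper's share is 7.45% and 4.51% was found in the authors' deposited table. Of 13 alternatives set before the data were examined, −log10(Q-value) >200 (8.36%) and H3K9me3 regions kept (5.06%) closed the gap in the authors' deposited table, and the score threshold, chosen after seeing the values, gave 7.73%, and 7.67% over all listed regions. The share of H3K27me3 falls bound by Fru C is about 58% in Fig. 5C and Fig. 5D, read by eye, and 13.3% in the authors' deposited table; no alternative was set for it, and the score threshold, chosen after seeing the values, gave 62.5%.

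The paper states that most peaks with significantly reduced H3K27me3 are bound by Fru C. Of the significant falls of any size, 813 of 11649 were bound in the authors' deposited table at −log10(Q-value) >100 and 3597 (30.9%) at the score threshold, both counted after seeing the values. Of the falls of more than 2-fold, a narrower set than the paper's words name, 522 of 3937 were bound in the authors' deposited table at −log10(Q-value) >100 and 2461 at the score threshold, chosen after seeing the values. The paper states that Fru C binds the promoters of *Notch*, *dpn*, *E(spl)mγ*, *klu* and *tll*. At −log10(Q-value) >100 a region lay on the promoter of *tll* (177) and none on the others. At the score threshold, chosen after seeing the values, each of these genes had a region at its promoter. It also lists the promoters of *Notch*, *dpn*, *E(spl)mγ*, *klu* and *tll* among the regions that Su(H) and Fru C share. Su(H) peaks of both replicates lay on the Fru C-bound promoter regions of *E(spl)mγ* (−log10 Q-values 13.6 and 13.2) and *tll* (8.45 and 5.82). No Su(H) peak of either replicate lay on those of *Notch*, *dpn* and *klu*. The paper states that Caf-1 is enriched at *E(spl)mγ*, where 0 Caf-1 regions were found within 5000 bp. It states that most Fru C-bound peaks in genes of the neuroblast lineage show Su(z)12 and Caf-1; these genes were not tested, and over all regions the shares were 87.2% and 81.3% at −log10(Q-value) >100 but 25.8% and 20.9% at the score threshold, chosen after seeing the values. The paper states that H3K9me3 is undetectable at Fru C-bound genes. Before the removal of H3K9me3 regions, which the Methods also describe, 11 of 1232 Fru C::Myc regions overlapped it at −log10(Q-value) >100. This was more than at random (permutation test, p = 0.001, the smallest that 1000 placements can give). At the score threshold, chosen after seeing the values, 1015 of 11422 did before removal (8.89%), no more than the 9.02% at random (permutation test, p = 0.610). The overlapping regions are thus not in the Fru C-bound sets used here. Of the 52 replicate 2 peaks with −log10(Q-value) >100, which were mostly shared with the other antibodies, 17.3% overlapped an H3K9me3 region past that threshold. The excess at −log10(Q-value) >100 may therefore come from sequences that give high signal in any library. GAGAG was no more frequent than at random in the 64 Fru COM regions (p = 0.758), where the paper finds the Trl motif enriched, and was more frequent in Fru C::Myc regions (55.9%) and at the score threshold, chosen after seeing the values (54.1%).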

Other observations

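The tests of Fru C occupancy, promoter location, a lower signal of all libraries, the sex ratio and the *fru* allele were planned. Those of the strongest Fru C peaks, other antibodies, annotation order, shared peaks, removal of H3K9me3 regions, males and repeat copies were chosen after the results were seen. The rule for reading the lower signal was changed after its value was seen. The reading of Fru C occupancy for H3K27me3 was changed after the strongest peaks were split off.

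H3K27me3 fell more often in Fru C-bound regions of the authors' deposited table. With Fru C occupancy the share of length that fell rose and then dropped: it was 8.96% without a Fru C peak, 26.0% in the lowest of 4 equal groups of Fru C peaks by Q-value and 46.1% in the highest in the authors' deposited table. Within the highest group, however, 60.5% of the regions with a Fru C peak of −log10(Q-value) 100 to 200 fell and 35.6% of the 135 with one above 200 (95% Wilson interval 28.0 to 43.9%) in the authors' deposited table. The bound share of length was 26.3% at >200, 1.30% with strong peaks in both replicates and 13.7% with Fru COM in the authors' deposited table. Whether the falls follow occupancy stays open, because the highest Q-values may not measure it. Sharing with other antibodies was examined only for Fru C::Myc replicate 2 peaks with −log10(Q-value) >100. Of the Fru C::Myc peaks above 200, 198 were in replicate 1 and 14 in replicate 2. Promoter location alone was argued against, since promoter-centred regions of the authors' deposited table fell in 18.0% of their length without a Fru C peak and in 64.8% with one. A lower signal of all histone libraries at the same places cannot be told apart from a loss of this mark: 34.1% of the H3K27ac regions overlapping bound falls had a log2 fold change above 0, fewer than the 67.5% of all listed H3K27ac regions of the authors' deposited table. At bound falls the medians were −0.22 for H3K27ac and −0.64 for H3K4me3, against 0.32 and 0.52 at bound regions of the authors' deposited table where H3K27me3 did not fall. Sites that are cut in libraries of other antibodies cannot be told apart from Fru C sites with the 85 regions that had another peak and no Fru C peak. Of these, 16.5% fell by number (95% Wilson interval 10.1 to 25.8%) and 23.3% by length in the authors' deposited table, between the 8.73% and 8.83% of regions with no peak and the 46.6% and 34.4% of those with a Fru C peak alone. The value by length was computed first and the value by number after it was seen, and each taken alone would read differently. A loss of H3K27me3 through *fru C* may thus be a hypothesis next to these.

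For falls of H3K4me3 in *fru C*-null brains the paper's text gives a share for the genome, and its plot of Fru C-bound regions is in Figure 5—figure supplement 1G. In the authors' deposited table, 13.8% of the significant Fru C-bound length fell more than 2-fold at −log10(Q-value) >100, against 3.54% of the unbound length (two-sided circular shift test, p = 0.003). Without Fru C::Myc replicate 1 the bound share of the authors' deposited table was 2.21%. The share rose over most of the range of Fru C occupancy: it was 0.776% of the length without a Fru C peak, 2.46% in the lowest of 4 equal groups of Fru C peaks ranked by Q-value and 12.0% in the highest in the authors' deposited table. It did not rise further at the strongest sites, with 5.42% of the bound length at −log10(Q-value) >200 and 6.59% with Fru COM in the authors' deposited table, where 8 of 154 and 4 of 54 regions fell. Promoter location alone was argued against, because promoter-centred regions of the authors' deposited table without a Fru C peak fell in 1.17% of their length and those with one in 6.11%. A technical explanation is that such sites are opened or cut in any library, so that the change would follow peaks of Su(H), Trl, Su(z)12 or Caf-1 too. Of regions of the authors' deposited table with such a peak and no Fru C peak, 4 of 120 fell (3.33%, 95% Wilson interval 1.30 to 8.26%). This cannot be told apart from a tie to Fru C here, since the interval includes the 5.18% of regions with a Fru C peak alone and lies above the 0.666% with no peak. By length the shares of the authors' deposited table were 4.36%, 6.93% and 0.721%. A smaller loss of the mark at Fru C-bound sites through *fru C* itself stays open as a hypothesis, and with 2 replicates pooled in the authors' deposited table neither depth nor library batch could be examined.

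Fru C::Myc replicate 2 peaks with the highest Q-values were mostly shared with the other antibodies. Of the 52 Fru C::Myc replicate 2 peaks with −log10(Q-value) >100, 92.3% overlapped a Trl peak, 100% a Su(H) peak and 96.2% an H3K9me3 peak, against 26.0%, 9.22% and 10.1% of the other 5122 peaks. This is consistent with sequences that give high signal in any library, such as those an ENCODE blacklist would hold, although the list was not used here. These peaks may weigh on the settings with few regions, in which H3K27ac rose in 97.2% and H3K27me3 fell in 1.30% of the bound length of the authors' deposited table. No biological explanation was tested.

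Gene names in the authors' deposited table for H3K27me3 lay on the chromosome of the coordinates beside them in 19.4% of cases, against 19.8% after shuffling, while the share annotated as promoter (18.3%) was near that found from the coordinates (18.9%). The same held for H3K27ac (19.2%) and H3K4me3 (19.9%) in the authors' deposited table. This indicates that the annotation columns are in another order than the coordinates (19.4% at the right chromosome).

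The removal of H3K9me3 regions took Fru C-bound regions from the Hox genes. Within 5000 bp of *Ubx*, *abd-A*, *Abd-B* and *Antp*, 36 regions were bound at the score threshold with the H3K9me3 regions kept and 2 with them removed, so how rarely Fru C is found at Polycomb-repressed genes depends on this step. It also took out 47.8% of Su(H) regions at the score threshold.

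H3K27ac and H3K4me3 rose in most listed regions, 67.5% and 72.9% in the authors' deposited table. Another sex ratio of the larvae was argued against as the cause of this, because the large autosome arms had medians of 0.40 and 0.70 by themselves and the X differed from them by −0.10 for H3K27ac, −0.14 for H3K4me3 and 0.01 for H3K27me3 in the authors' deposited table. Regions on the Y, however, rose in all 3 marks, with median log2 fold changes of 1.25, 1.00 and 0.70 in the authors' deposited table, and promoter-centred X regions lay below autosomal ones by −0.18, −0.11 and −0.10. More males among the *fru C*-null larvae could give this, and so could repeats of the Y that are unequal between the stocks; with 2 pooled replicates these cannot be told apart.

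At *fru* itself, on chromosome 3R from 18414273 to 18545586, and 5000 bp on each side, 7 of 14 significant H3K27me3 regions of the authors' deposited table fell more than 2-fold, the lowest with −2.95. Of these, 5 overlapped an H3K4me3 fall, 0 an H3K27ac fall and 6 a Fru C-bound region at the score threshold in the authors' deposited table. Loss of 1 copy would lower each mark by 1 on the log2 scale from its level elsewhere. The median of all listed regions was 0.39 for H3K27ac, 0.68 for H3K4me3 and −0.51 for H3K27me3 in the authors' deposited table. Promoter-centred regions on the large autosome arms had lower medians of 0.14, −0.46 and −0.94. Both medians cover only regions that diffReps listed, not the whole genome. From 18450901 to 18470250, with H3K27me3 falls on either side, the significant H3K27ac regions had log2 fold changes from 0.37 to 0.98. The H3K4me3 region from 18456351 to 18457250 had 1.50. None lay 1 below either median of its mark, which argues against a lost copy that spans this stretch, as far as these medians are a fair baseline. The deletion allele of the *fru C*-null brains may still remove 1 copy of a part of the gene outside it. Outside it, 2 H3K27ac regions fell more than 2-fold in the authors' deposited table. They had −1.48 from 18434351 to 18435150 and −1.21 from 18444101 to 18444700. Neither overlapped a Fru C-bound region at either threshold, so a lost copy stays open there. At the Fru C-bound falls, a lost copy cannot be told apart from the change at Fru C-bound regions. The falls were picked for lying below −1, and the limits of the deletion were not used here.

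The 3 largest rises and falls of each mark were named by rule. Rises of H3K27ac (5.97) and H3K4me3 (4.48 and 4.28) lay in the *Stellate* repeats on the X, from 14046772 to 14061817, in the authors' deposited table. More copies of the repeat in the *fru C*-null stock would raise H3K27me3 as well; the 1 significant region there had −0.97 in the authors' deposited table, too few to decide, so copy number and a change of transcription cannot be told apart. For H3K27me3 the largest rises in the authors' deposited table were 7.24 in an intron region near *CG12535* (X, 3451851 to 3453750), 5.85 at *mira* (3R, 19933401 to 19935100) and 5.84 near *CG32795* (X, 2789651 to 2793650). The last of these regions lies within *kirre* and *w*. The largest falls of H3K27me3 in the authors' deposited table were −3.07 at *Tet*, −2.96 at *CBP* and −2.95 at *simj*. In the first of these rises H3K4me3 fell, with −3.19 from 3452751 to 3453750, in the authors' deposited table. The region from 32073051 on 3R, near *Map205*, had the largest fall of H3K27ac (−3.05) and a fall of H3K4me3 (−2.77) in the authors' deposited table.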
